# Bach1 promotes muscle regeneration through repressing Smad-mediated inhibition of myoblast differentiation

**DOI:** 10.1371/journal.pone.0236781

**Published:** 2020-08-10

**Authors:** Katsushi Suzuki, Mitsuyo Matsumoto, Yasutake Katoh, Liang Liu, Kyoko Ochiai, Yuta Aizawa, Ryoichi Nagatomi, Hiroshi Okuno, Eiji Itoi, Kazuhiko Igarashi

## Abstract

It has been reported that *Bach1*-deficient mice show reduced tissue injuries in diverse disease models due to increased expression of heme oxygenase-1 (HO-1)that possesses an antioxidant function. In contrast, we found that *Bach1* deficiency in mice exacerbated skeletal muscle injury induced by cardiotoxin. Inhibition of Bach1 expression in C2C12 myoblast cells using RNA interference resulted in reduced proliferation, myotube formation, and myogenin expression compared with control cells. While the expression of HO-1 was increased by Bach1 silencing in C2C12 cells, the reduced myotube formation was not rescued by HO-1 inhibition. Up-regulations of Smad2, Smad3 and FoxO1, known inhibitors of muscle cell differentiation, were observed in *Bach1*-deficient mice and *Bach1*-silenced C2C12 cells. Therefore, Bach1 may promote regeneration of muscle by increasing proliferation and differentiation of myoblasts.

## Introduction

Skeletal muscle injury is a common disorder, especially among athletes [1–7]. After the injury, sports activities must be restricted from athletes to allow collagen integration and to prevent complications including reinjury even though they demand to make a comeback as soon as possible [8]. Therefore, it is critical to understand the regeneration process of skeletal muscle to solve injury-related problems.

Recent studies have revealed a negative function of BTB and CNC homology 1 (Bach1)to exacerbate tissue damages in multiple disease models [9–15]. For example, *Bach1*-deficient mice show less area of infarction after an ischemia-reperfusion model of the heart [9]. Bach1 is a transcription regulatory protein that is broadly expressed in diverse range of tissues in both mice and human [16, 17]. Bach1 forms heterodimers with small Maf proteins, and represses the expression of target genes by binding a subset of Maf recognition elements (MAREs) in the promoter or enhancer regions of these genes [18, 19]. Among the target genes of Bach1 is *Hmox1* encoding heme oxygenase-1 (HO-1), which is important for the protection against oxidative stress [20]. De-repression of *Hmox1* in *Bach1*-deficient mice has been suggested to contribute to reductions of tissue injuries in diverse disease models [9–15]. Bach1 also represses a portion of p53 target genes by interacting with p53 and histone deacetylase-1 (HDAC1), resulting in inhibition of p53-mediated cellular senescence [21]. Mapping of Bach1 binding sites on the mouse genome has revealed that Bach1 represses adipocyte differentiation activity of fibroblasts as well [22]. However, little has been known on the function of Bach1 in the skeletal muscle system.

Skeletal muscle injury is aggravated by oxidative stress [23, 24]. Cellular senescence of satellite cell, the major contributor for muscle repair, precludes efficient muscle regeneration [25, 26]. Therefore, we formulated several hypotheses that Bach1 would inhibit muscle regeneration. Bach1 may increase oxidative stress by repressing the expression of *Hmox1*. Alternatively, Bach1 would promote muscle regeneration through reducing senescence of satellite cells. There is also the possibility that new Bach1 target genes would modulate muscle repair. To investigate these possibilities, we examined the putative function of Bach1 in muscle regeneration after cardiotoxin-induced injury byusing *Bach1*-deficient mice. To identify underlying mechanisms, we performed knockdown of *Bach1*using the myoblast cell line C2C12. With these approaches, we revealed animportant role of Bach1 for promoting muscle regeneration.

## Results

### The skeletal muscle of *Bach1*-deficient mice presents normal structure and histology

As reported before [27], body weight, somatotype, lifespan, and fecundity of *Bach1*-deficient mice were similar to those of wild-type (WT)*m*ice. We evaluated the effect of *Bach1* deficiency on somatotype and skeletal muscle in uninjured mice. No difference was found among the two groups in body weight, length of tibialis anterior, or weight of tibialis anterior (Fig 1A–1C). HE staining of the muscle revealed normal structures in *Bach1*-deficient mice (Fig 2A, left). Using Laminin staining of muscle, we determined cross sectional area (CSA) which indicates myofiber size. The measured CSA oftibialis anterior muscle of *Bach1*-deficient mice was similar to that of WT mice (Fig 2B and 2C). These observations indicate that *Bach1* deficiency does not affect somatotype and skeletal muscle in uninjured mice.

**Fig 1:**
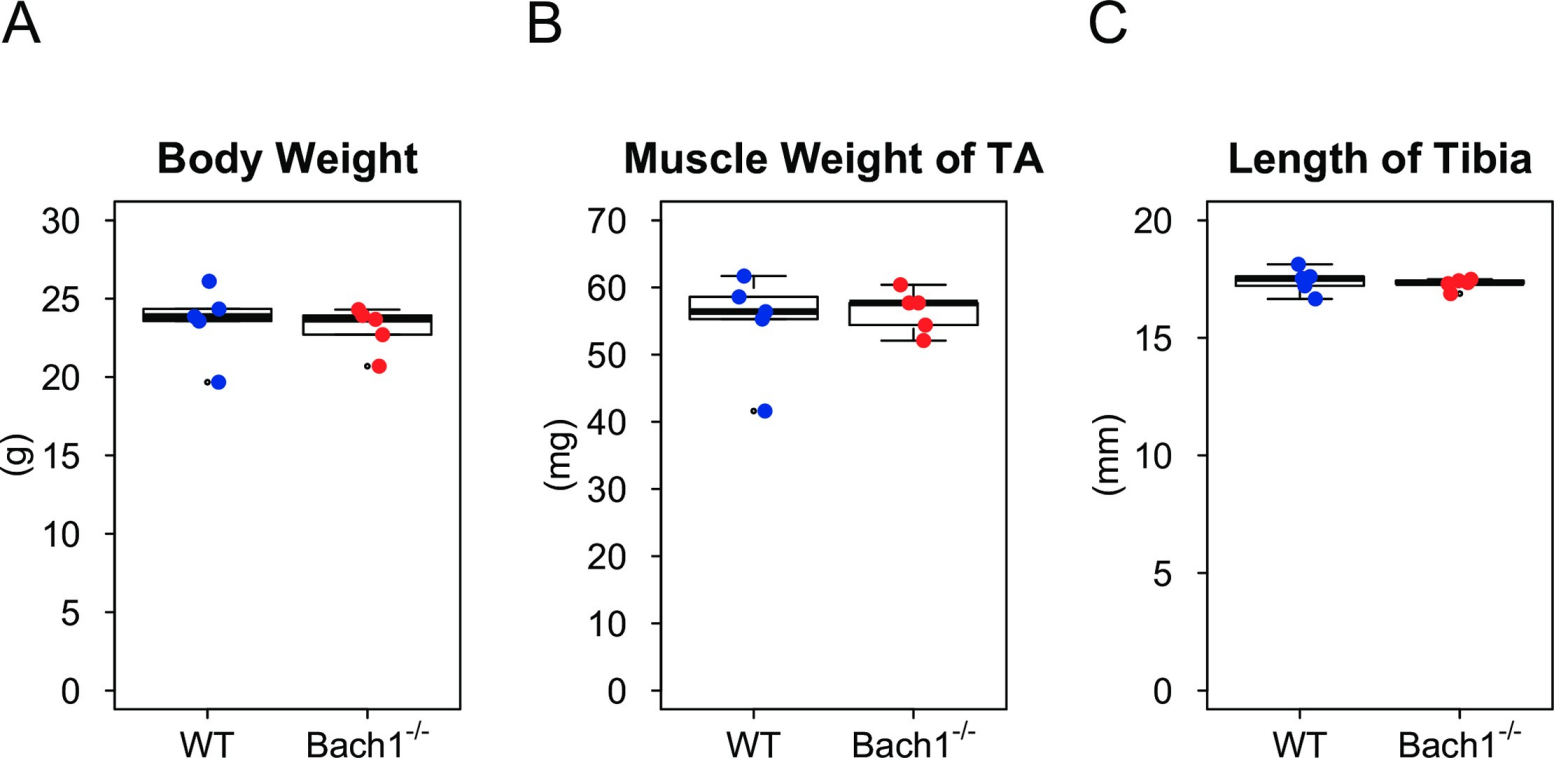
Bach1 is dispensable for muscle growth. (A-C) Box plots showing body weight (A), muscle weight (B) and length of tibia (C) of uninjured Bach1-deficient and WT mice.(*n* = 5).

**Fig 2:**
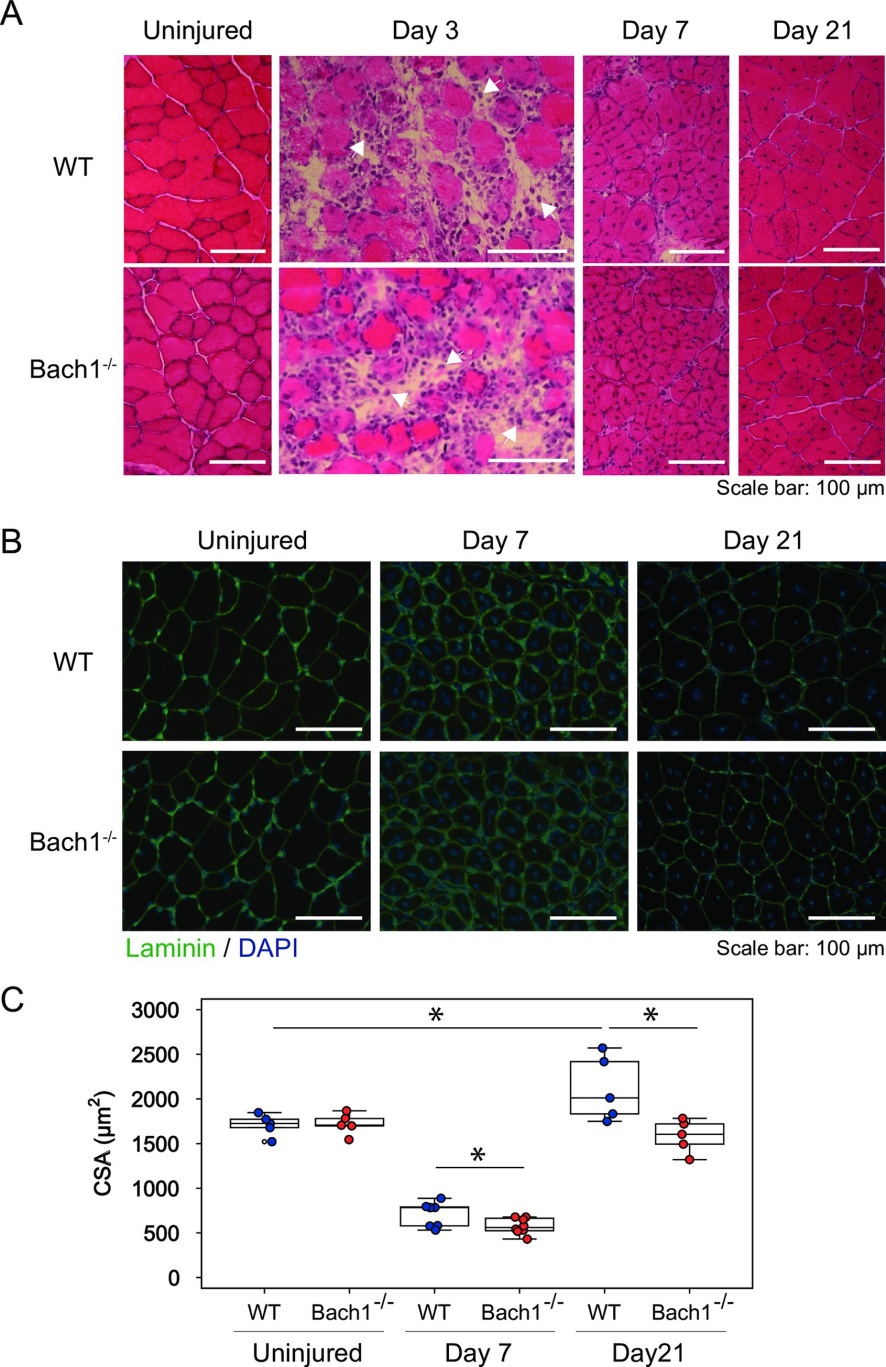
Muscle regeneration is impaired in *Bach1*-deficient mice. (A) HE staining of tibialis anterior muscle sections from *Bach1*-deficient and WT mice 3, 7, or 21 days after muscle injury. Uninjured samples are also shown. Mononuclear cells infiltrated on day 3 (arrow heads). (B) Immunofluorescence staining with anti-Laminin antibody (green) of tibialis anterior muscle sections of *Bach1*-deficient and WT. Nuclei were stained with DAPI (blue). (C) CSA of injured muscle was calculated using myofibers with central nuclei. (*n* = 5–8; * *p*< 0.05).

### Bach1 deficiency inhibits skeletal muscle regeneration

To evaluate the role of Bach1 in skeletal muscle injury, we employed a muscle injury model. We injected cardio toxin, snake venom of Najapallida, into tibialis anterior muscle of both *Bach1*-deficient and WT mice [28, 29]. These mice were sacrificed at 3, 7, and 21 days after injury. At 3 days after injury, most of the muscle fibers became deformed and the numbers of intact muscle fibers decreased (Fig 2A). In addition, many mononuclear cells containing little cytoplasm were seen in the stroma. These changes appeared to reflect the degradation phase in a muscle injury [30]. At 7 days after injury, muscle fibers with centrally located nuclei appeared (Fig 2A and 2B). Normal muscle fibers have peripherally located nuclei, but newly regenerated fibers possesscentrally located nuclei, which eventually move to a border of muscle fibers at the end of regeneration period [31]. We measured CSA of injured muscles using Laminin staining (Fig 2B and 2C). Only muscle fibers having centrally located nuclei were chosen for measurement to compare regeneration activities in these mice. At 7 days, CSA values decreased less than half compared with non-injured muscle (Fig 2C). The mean CSA value of *Bach1*-deficient mice was significantly lower than that of WT miceat 7 days (Fig 2C). At 21 day, CSA was substantially improved in both types of mice but remained lower in *Bach1*-deficient mice than WT mice, and the difference of CSA became larger (Fig 2C). These results show that muscle regeneration ability was impaired in *Bach1*-deficient mice.

### Bach1 protein is up-regulated at early stage of muscle injury

Since muscle regeneration was aggravated in *Bach1*-deficient mice, we evaluated mRNA and protein expression levels of Bach1 in the skeletal muscle of WT mice after muscle injury. Muscle of *Bach1*-deficient mice was used as a negative control. The quantity of Bach1 mRNA was gradually decreased after muscle injury (Fig 3A). The amount of Bach1 protein was drastically increased on 3days after muscle injury, and decreased again along the progression of muscle regeneration (Fig 3B). These results were consistent with the above interpretation that Bach1played a regulatory role in the early phase of muscle regeneration.

**Fig 3:**
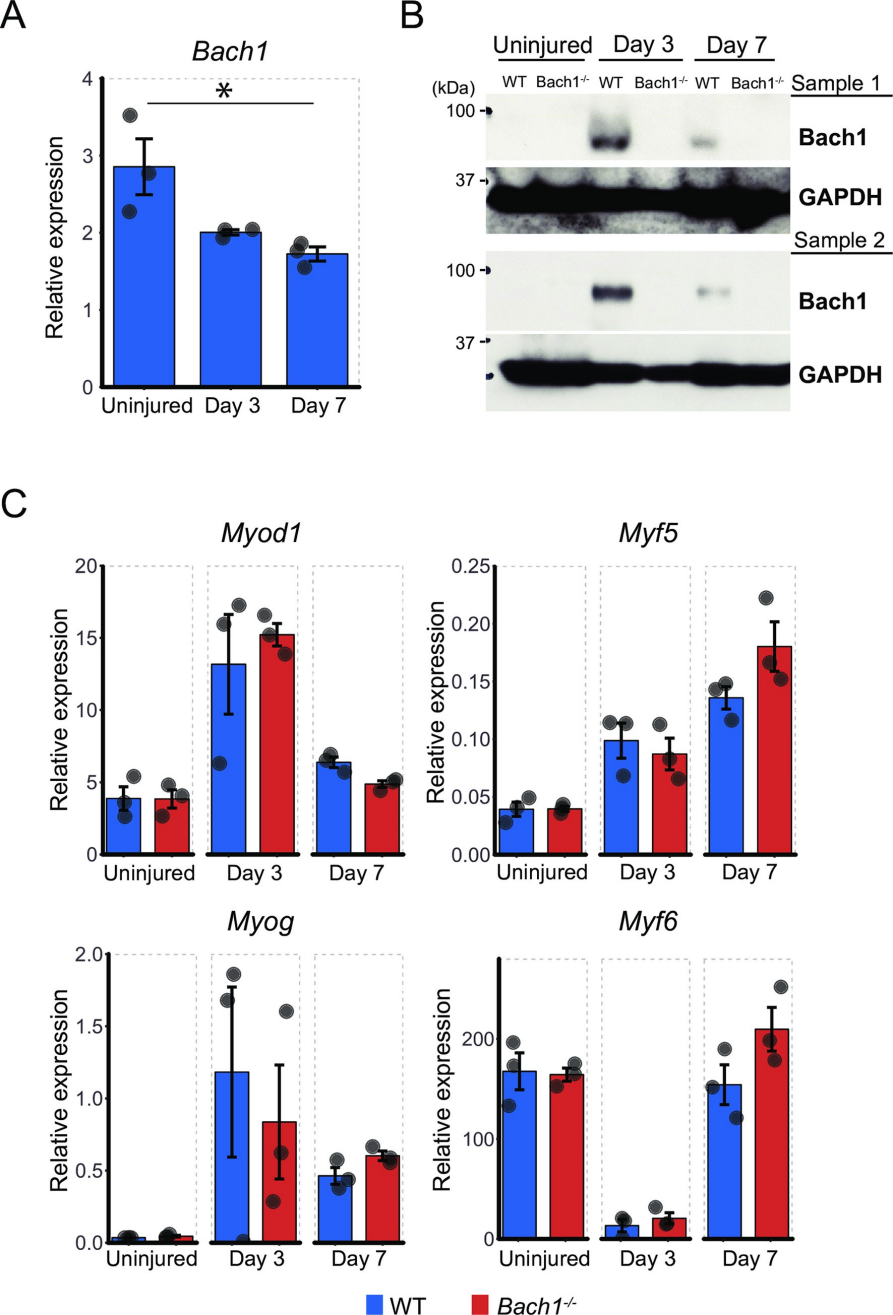
Bach1 protein increases after skeletal muscle injury. (A) Expression level of Bach1 mRNA measured by RT-qPCR in muscle of WT mice at indicated time points after muscle injury (*n* = 3; * *p*< 0.05). (B) Western blotting of muscle of *Bach1*-deficient and WT mice as above with antibodies against Bach1, or GAPDH as an internal control. (C) Expression of *Myod1* (MyoD), *Myf5*, *Myog* (Myogenin) and *Myf6* (MRF4) mRNA measured by RT-qPCR in muscle of *Bach1*-deficient and WT mice as above. (*n* = 3).

To obtain a clue to understand the molecular alterations in the reduced regeneration of Bach1-deficient muscle, we checked the expression of four genes (*MyoD*, *Myf5*, *Myog*, and *Myf6*) belonging to the muscle regulatory factors (MRFs) using mRNA of *Bach*1-deficient and WT mice. Three of them (*Myod1*, *Myf5* and *Myog*) were induced by the cardiotoxin treatment and there was no significant difference in the expression of these MRFs mRNA in the skeletal muscle between *Bach1*-deficient and WT mice (Fig 3C). Myf6 mRNA showed a transient reduction irrespective of the genotypes of the mice. These results suggested that Bach1 regulated muscle cell regeneration without affecting the expression of MRFs.

Next, we tried to determine whether Bach1 protein was expressed in regenerating muscle cells. We first confirmed the specificity of anti-Bach1 antibody for immunostaining (Fig 4A). We then examined the expression of Bach1 protein in injured muscle. Bach1 was upregulated in small mononuclear cells 3 days after the injury (Fig 4B), which appeared to be either myoblast or immune cells. Bach1 protein was clearly detected in regenerating muscle cells with centrally located nuclei7 days after the injury (Fig 4C). We compared Bach1 protein levels between C2C12 cells and myeloid leukemia cell line M1 cells and found that the amount of Bach1 protein was more in M1 cells than in C2C12 cells which were induced toward muscle cell differentiation for 6 days (Fig 4D). However, Bach1 protein was decreased by 5 days after muscle differentiation of C2C12 cells (see below). Taking these results together, we surmised that Bach1 played a role in regenerating muscle cells.

**Fig 4:**
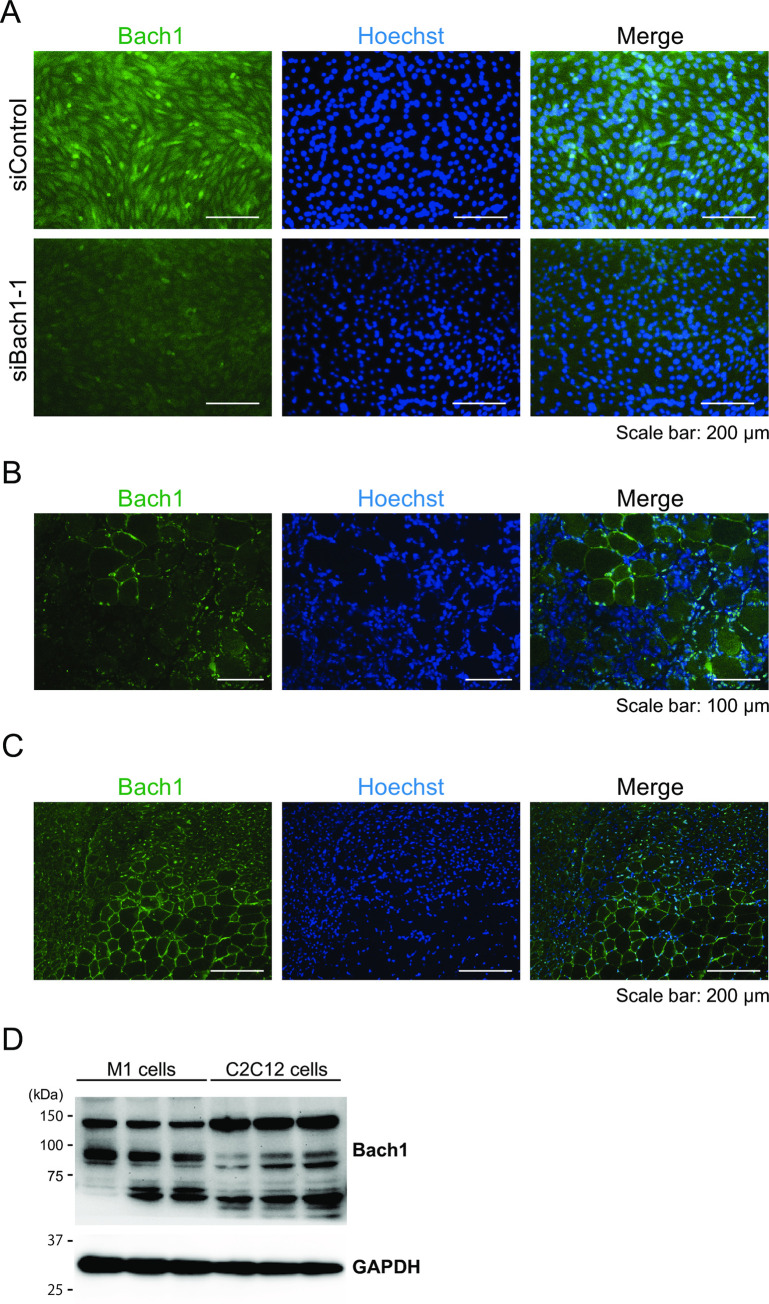
Bach1 protein increases in regenerated muscle fibers. (A) Immunofluorescence staining with anti-Bach1 antibody (green) of C2C12 cells transfected with Bach1 siRNA (siBach1-1) or control siRNA. Nuclei were stained with Hoechst (blue). (*n* = 3). (B) Immunofluorescence staining with anti-Bach1 antibody (green) of tibialis anterior muscle sections from WT mice 3 days after muscle injury. Nuclei were stained with Hoechst (blue) (*n* = 3). (C) Immunofluorescence staining with anti-Bach1 antibody (green) of tibialis anterior muscle sections from WT mice 7 days after muscle injury. Nuclei were stained with Hoechst (blue) (*n* = 6). (D) Western blotting of M1 cells and C2C12 cells 6 days after inducing differentiation.

### Bach1 promotes proliferation and differentiation of myoblastic cell line

Regeneration of muscle involves satellite cells and their muscle differentiation. We used C2C12 myoblast cell line as a model of satellite cell differentiation [32] and performed gene silencing experiments to reveal functions of Bach1 in myoblasts and their muscle cell differentiation. C2C12 cells can be induced to differentiate after growing to confluent and changing medium to a lower serum conditions [33]. After transfected with short interfering RNAs targeting Bach1 (siBach1-1 and siBach1-2) or a control RNA (siControl), proliferation of C2C12 cells were monitored (Fig 5A). Upon Bach1 silencing, the cells showed significantly decreased proliferation especially at 2 days after the transfection (Fig 5B and 5C), indicating a critical role of Bach1 in the proliferation of C2C12 cells.

**Fig 5:**
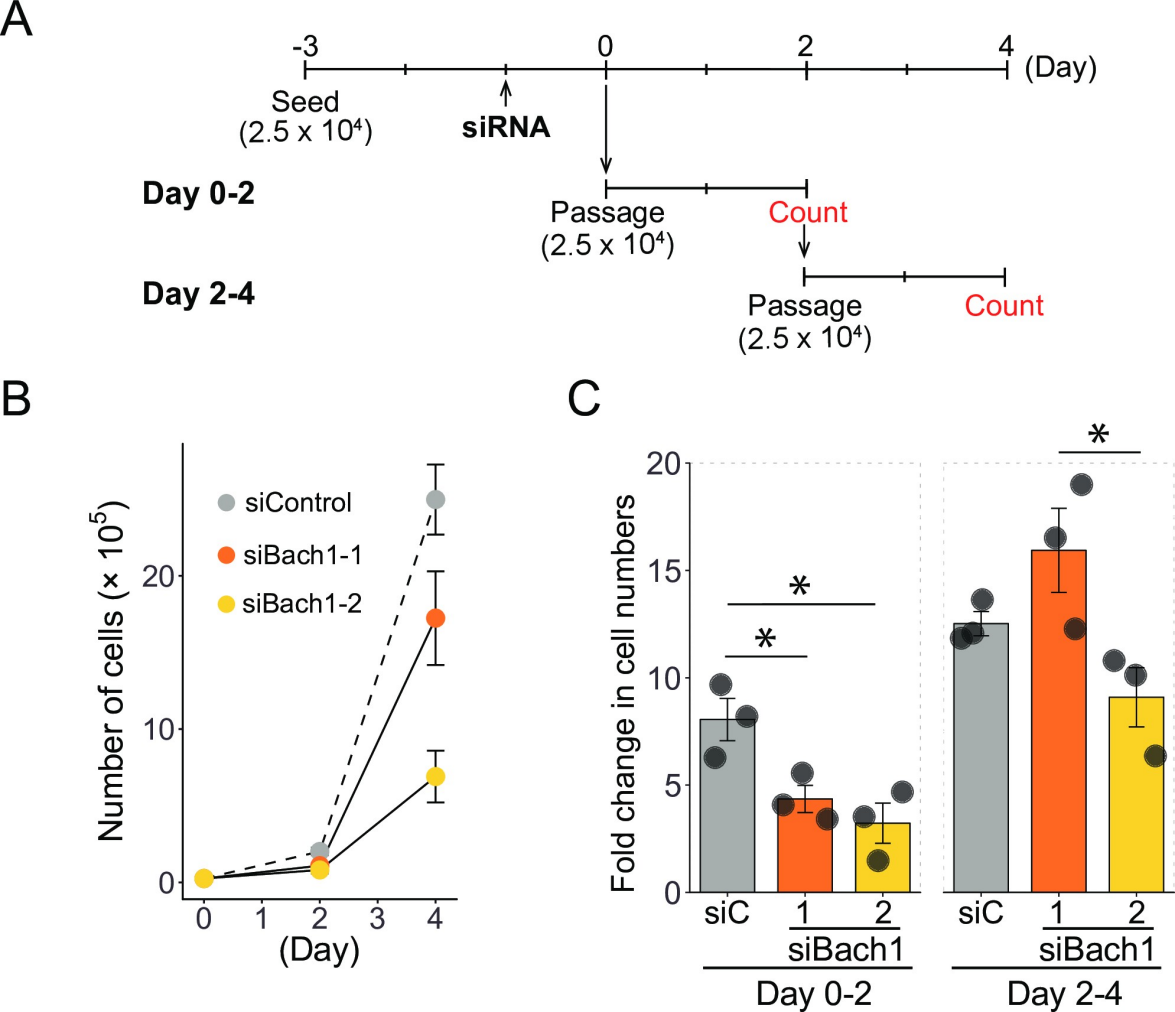
Bach1 is necessary for proliferation of C2C12 cells. (A) Experimental scheme of the proliferation analysis. Cells were cultured in 12-well plate. (B) Cell numbers of C2C12 cells transfected with Bach1 siRNA (siBach1-1 and siBach1-2) or control siRNA. (*n* = 3). (C) Proliferation rates of C2C12 cells with Bach1 silencing or control C2C12 cells at indicated periods. (*n* = 3; * *p*< 0.05).

In the early stage of muscle injury, the amount of Bach1 protein increased (see Fig 3B) especially in small mononuclear cells (Fig 4B). To confirm that the upregulated expression of Bach1 protein after muscle injury was derived from not only immune cells but also muscular cells, we determined amounts of Bach1 mRNA and protein after inducing differentiation of C2C12 cells. The amounts of Bach1 mRNA increased in C2C12 cells after differentiation and remained high (Fig 6A). While Bach1 protein was also induced upon differentiation, it was decreased by 4 days after induction of differentiation (Fig 6B). These different kinetics of mRNA and protein led us to hypothesize that amount of Bach1 protein was controlled by proteosomal degradation. We therefore used the proteasome inhibitor MG132 and found that protein level of Bach1 increased in MG132-treated C2C12 cells (Fig 6C). These results indicated that the expression of Bach1 was increased upon muscle differentiation and suggested that the increased expression of Bach1 in injured muscle was derived from myogenic cells at the differentiated stage. These observations do not exclude the possibility that Bach1 was also induced in non-muscle cells in the injured region. Bach1 protein may be regulated upon muscle differentiation by a post-translational mechanism as well including proteasome-mediated degradation.

**Fig 6:**
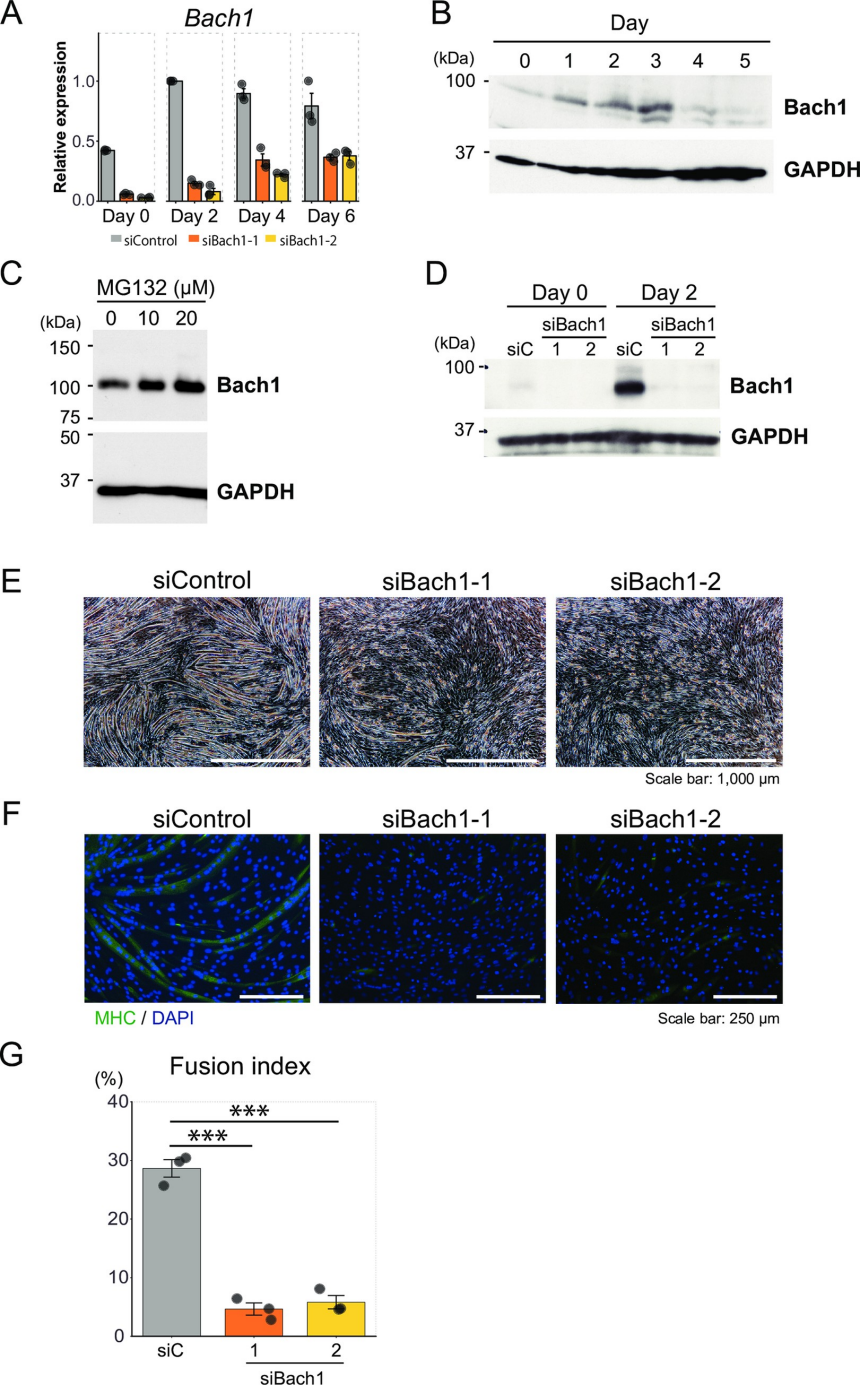
Bach1 is required for myoblasts differentiation of C2C12 cells. (A) Expression levels of *Bach1* mRNA were measured by RT-qPCR in C2C12 cells transfected with indicated siRNA before (day 0) and after inducing differentiation (day 2, 4 and 6). (*n* = 3). (B) Western blotting of C2C12 cells before (day 0) and after inducing differentiation(day 1–5). (C) Western blotting of MG132-treated and control C2C12 cells. (D) Western blotting of Bach1 in indicated C2C12 cells before (day 0) and after inducing differentiation (day 2). (E) Morphology of C2C12 cells 5 days after inducing differentiation. (F) Immunohistochemical staining of MHC and nuclei (DAPI) of Bach1-silenced and control C2C12 cells 6 days after inducing differentiation. (G) Fusion index after 6 days. (*n* = 3; *** *p* < 0.001).

We next examined effects of Bach1 silencing on the differentiation of C2C12 cells (Fig 6D). In contrast to the massive formation of myotubes in control cells, myotube formation was significantly decreased upon silencing of Bach1 as judged by morphology, expression of myosin heavy chain (MHC) which are differentiation markers of myoblasts, and a degree of fusion of differentiating cells (Fig 6E–6G). Furthermore, the amount of Bach1 protein was significantly increased in myotubes compared with surrounding undifferentiated cells (Fig 7A).

**Fig 7:**
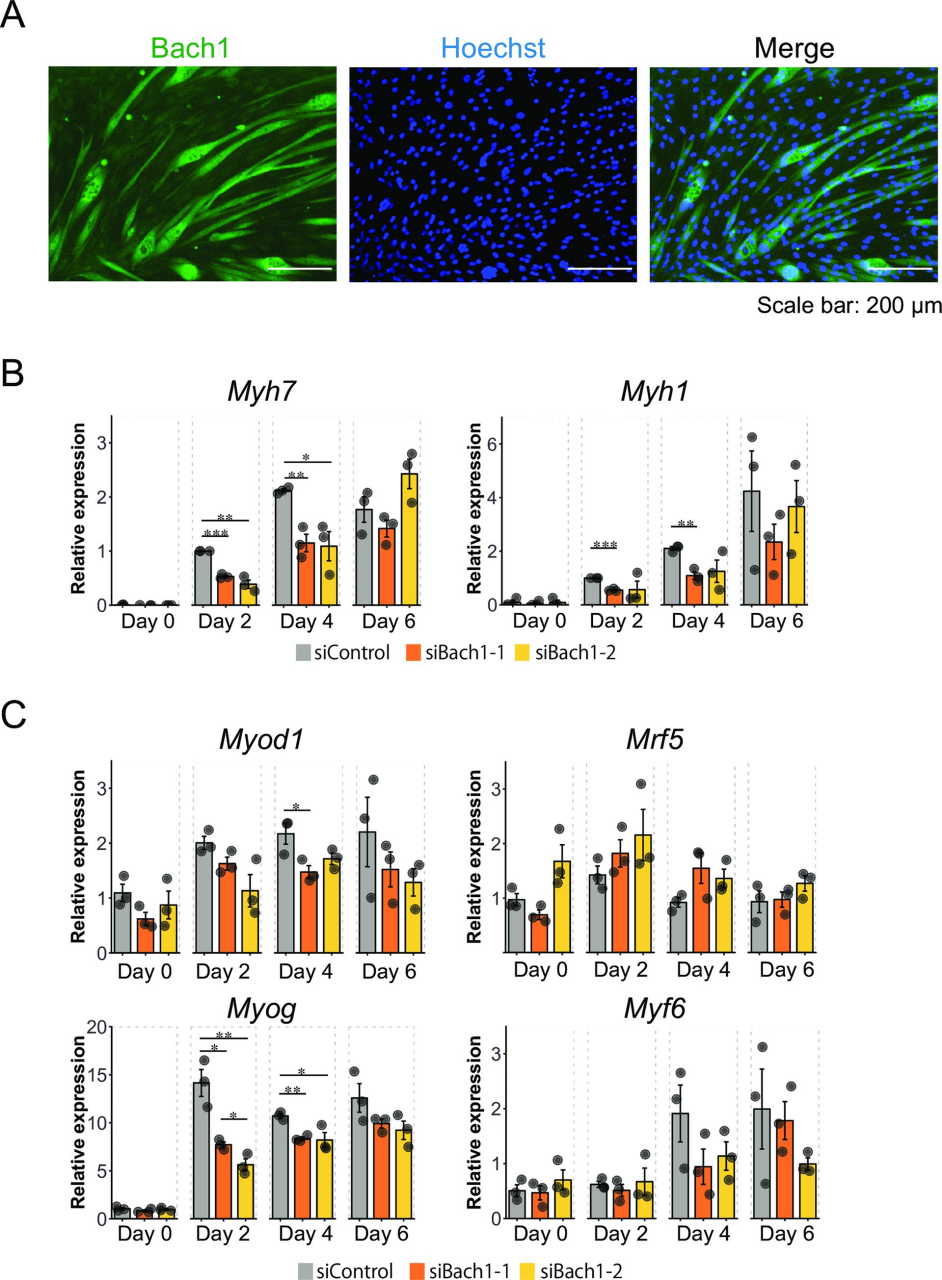
Bach1 regulates *Mhc* and MRFs mRNA expression. (A) Immunohistochemical staining of Bach1 and nuclei (Hoechst) of C2C12 cells 6 days after inducing differentiation. (B, C) Expression levels of *Myh7* (MHC Ⅰ/b) and *Myh1* (MHC Ⅱd/x)mRNA (B) and Myogenic regulatory factors (MRFs: *Myod1* (MyoD), *Myf5*, *Myog* (myogenin) and *Myf6* (Mrf4))mRNA (C) measured by RT-qPCR of Bach1-silenced and control C2C12 cells before (day 0) and after inducing differentiation (day 2, 4 and 6). (*n* = 3; * *p*< 0.05, ** *p*< 0.01, *** *p* < 0.001).

Consistent with these observations, mRNAs of several MHC family members were decreased upon Bach1 silencing (Fig 7B). Induced expression of MyoD and Myogenin was also reduced upon Bach1 silencing in these cells (Fig 7C). These results indicate that Bach1 plays important roles in myoblast proliferation and differentiation. Since the expression of the myogenic transcription factors was not reduced in the cardiotoxin model of muscle regeneration in *Bach1*-deficient mice, there may be a compensatory regulation at the organismal level.

We also examined effects of Bach1-overexpression on C2C12 cells (Fig 8A). However, there was no difference of myotube formation between Bach1-overexpressing and control C2C12 cells (Fig 8B and 8C).

**Fig 8:**
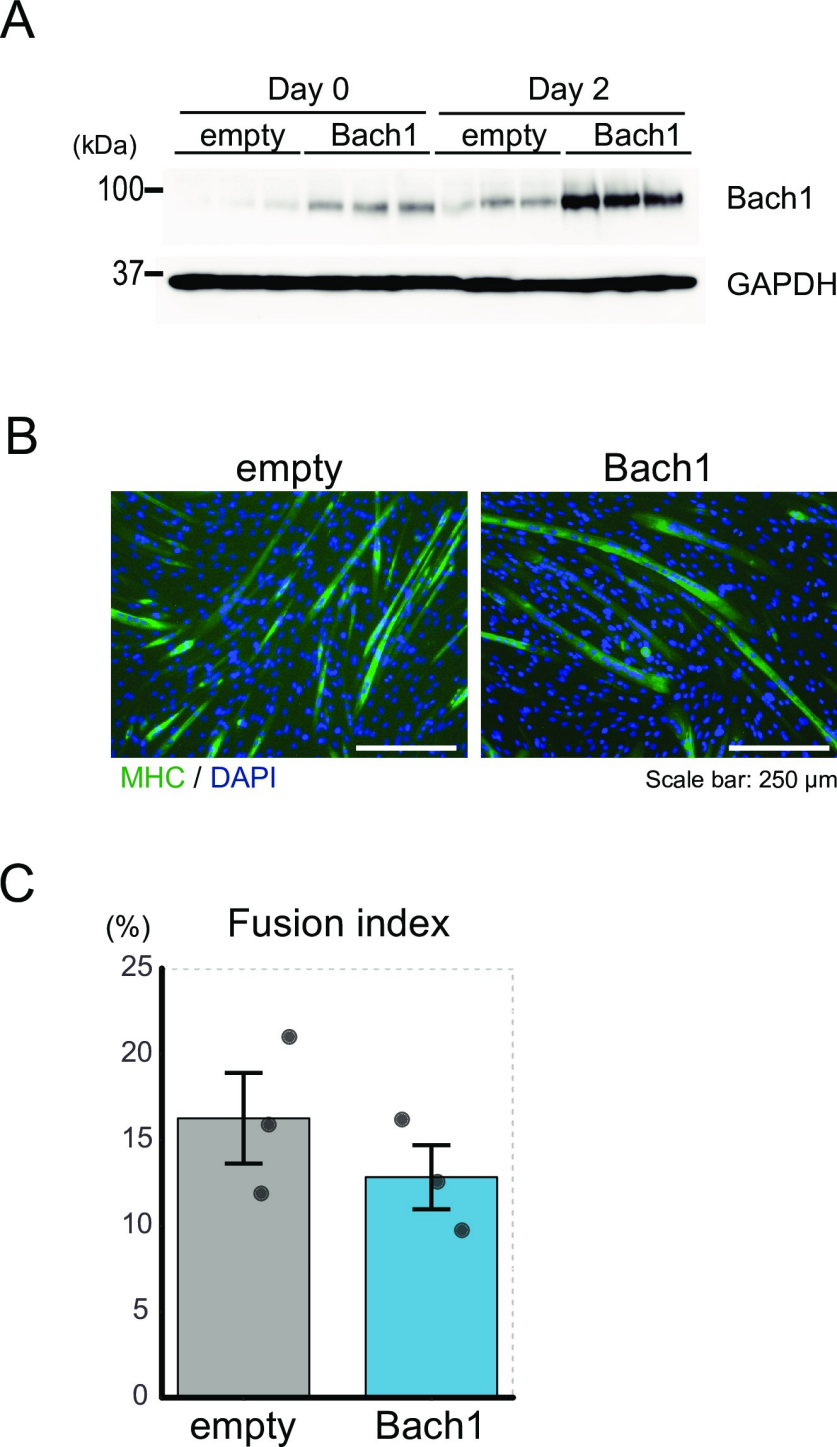
Overexpression of Bach1 does not affect differentiation of C2C12 cells. (A) Western blotting of control and Bach1-overexpressing C2C12 cells before (day 0) and after inducing differentiation (day 2). (B) Immunohistochemical staining of MHC and nuclei (DAPI) of control and Bach1-overexpressing C2C12 cells 5 days after inducing differentiation. (C) Fusion index after 5 days. (n = 3).

### Bach1 does not inhibit senescence in skeletal muscle differentiation

We addressed the possibility that deficiency of Bach1 in C2C12 cells causedenhanced cellular senescence which would affect proliferation and/or differentiation. Enzymatic activity of SA β-gal, a marker of senescence, did not appreciably increase by silencing of Bach1 after inducing differentiation (Fig 9A). Expression of p21 (*Cdkn1a*) [34, 35], one of the targets of p53 and regulators of senescence, was induced upon induction of differentiation, which was rather decreased in the cells with Bach1 silencing (Fig 9B). In contrast, the expression ofp21 in the proliferation phase did not show a consistent response tothe two siBach1 RNAs (Fig 9C). p19 (*Cdkn2a*), another regulator of senescence, was not detected because C2C12 cells lack p19 [36]. We concluded that Bach1 did notinhibit senescence in C2C12 cells, which is in contrast to murine embryonic fibroblasts [21].

**Fig 9:**
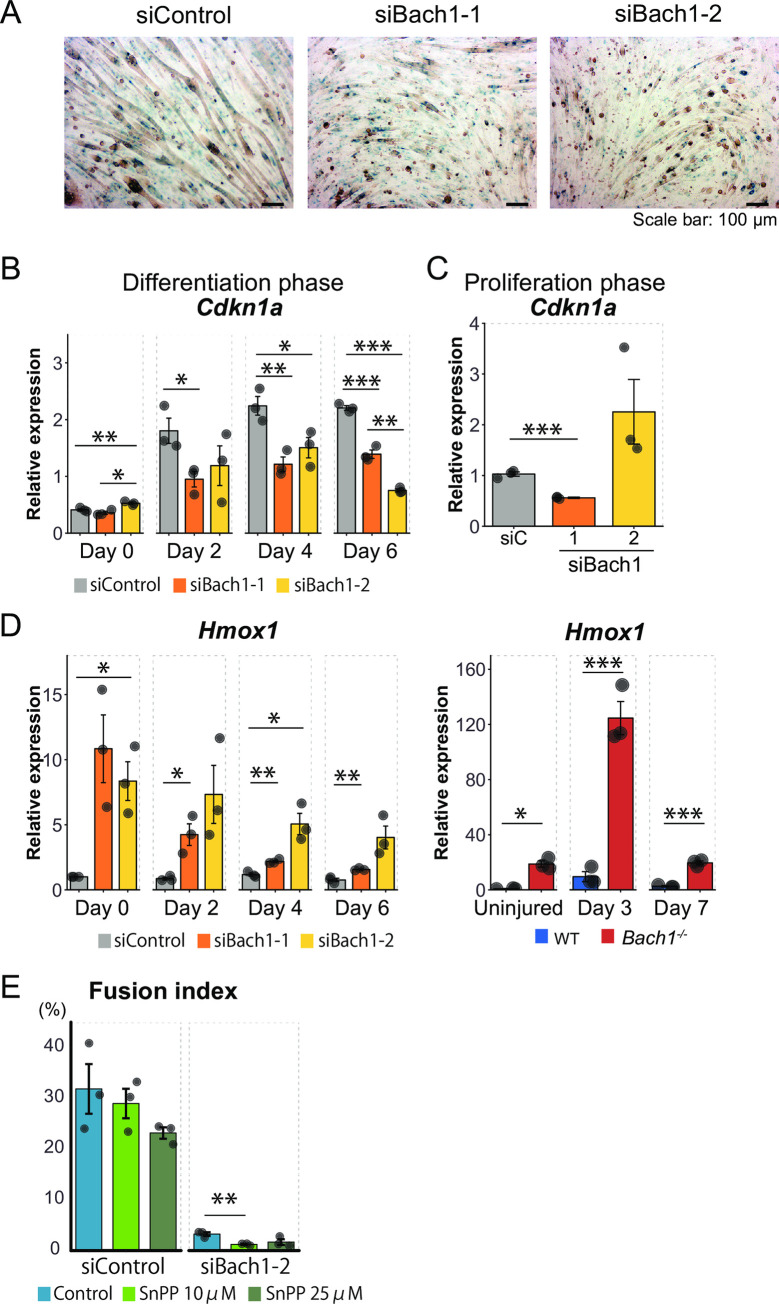
Senescence and HO-1 overexpression of Bach1-silenced cells are not the cause of disturbed differentiation. (A) Bach1-silenced and control C2C12 cells were stained for SA β-gal 6 days after inducing differentiation. (*n* = 3). (B, C)Expression levels of *Cdkn1a* (p21) measured by RT-qPCR at differentiation phase (B) and proliferation phase (C). (*n* = 3).(D) Expression level of *Hmox1* in Bach1-silenced and control C2C12 cells before (day 0) and after inducing differentiation (Day 2, 4 and 6) (left), and of muscle of *Bach1*-deficient and WT before (day 0) and 3 or 7 days after muscle injury (right). (*n* = 3). (E) Fusion index of Bach1-silenced and control C2C12 cells 6 days after inducing differentiation. (*n* = 3; * *p*< 0.05, ** *p*< 0.01, *** *p* < 0.001).

### Inhibition of HO-1does not promote skeletal muscle differentiation upon Bach1 silencing

Recently, it has been reported that HO-1 acts asan inhibitor of muscle cell differentiation [37, 38]. Because Bach1 is a direct repressor of HO-1 transcription, we investigated whether Bach1 controlled the expression of HO-1 in muscle cells. The amount of HO-1 mRNA remained almost unchanged in the control C2C12 cells after inducing differentiation (Fig 9D). HO-1 mRNA was strongly increasedupon silencing of Bach1 in C2C12 cells before and after differentiation (Fig 9D, left). Similar results were also obtained in vivo: whereas HO-1 mRNA expression was up-regulated in 3 days after muscle injuryin WT mice, the amount of HO-1 mRNA was substantially much higher in *Bach1*-deficient mice (Fig 9D, right). These results indicate that Bach1 inhibits HO-1 mRNA transcription in both C2C12 cells and skeletal muscle cells. To examine whether the increased expression of HO-1 affected muscle differentiation of myoblast upon Bach1 silencing, we examined the effect of HO-1 inhibitor. After inducing differentiation, C2C12 cells were cultured with tin protoporphyrin IX (SnPP), an inhibitor of HO-1. HO-1 inhibition did not affect muscle differentiation of the control C2C12 cellsand failed to restore muscle differentiation of the cells with Bach1 silencing (Fig 9E). Therefore, we conclude that Bach1 regulates myoblast differentiation byan HO-1 independent pathway.

### Transcriptome alterations in myoblasts upon Bach1 silencing

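The microarray experiment covered 4 conditions of the mouse myoblast line C2C12. Cells were transfected with siControl or with siBach1-2, 1 of the siRNAs against Bach1 used in the paper, and RNA was taken at day 0 or at day 2 of differentiation, with 3 replicates of each condition. Each of the 12 RNA samples was labelled with Cyanine 3 and hybridized to 1 array, and the authors deposited the scanner's spot intensities together with a table of normalized log2 values. The scanner's processed signal, from which background had been subtracted, was taken to log2, repeated spots of a probe were averaged, and each array's 75th percentile was subtracted. Between 47.6% and 58.9% of the 56605 probes were well above background on an array by the scanner's own rule. The median of the 75th percentile signal was 505.0 in siControl and 438.2 in siBach1-2 cells at day 0, and 357.2 and 422.3 at day 2. The 29664 probes that were well above background on all 3 arrays of at least 1 condition were tested with limma in a single fit of the 4 conditions. A probe was called where the Benjamini-Hochberg adjusted p was under 0.05 and the fold change was at least 2. Replicates 1 and 2 were on one slide and replicate 3 on another, and on both slides each condition had its own column of array positions, so that position on the slide and condition cannot be told apart. The small number of arrays limits the precision of every value.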

To investigate the Bach1 function in proliferation and differentiation of myogenic cells, we performed DNA microarray analysis using C2C12 cells with silencing of Bach1 (siBach1-2)and control cells before and after inducing differentiation. In a total of 23,001 probes with significant signals (Fig 10A), 489 and 762 genes were up-regulated and down-regulated, respectively, by Bach1 silencing before inducing differentiation (Fig 10B). 

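At day 0, 240 probes were called higher and 588 lower in siBach1-2 cells than in siControl cells, out of the 29664 probes tested by limma. These probes stood for 197 and 441 genes. On 37.3% of the tested probes the 3 arrays of one condition lay entirely above the 3 arrays of the other, where chance gives 10%. The processing choice that lowered the count most was a normexp background correction, under which 339 probes were called. With the adjusted p alone, 2610 probes were higher and 2469 lower. Among the probes that met the rule for naming, Hmox1 rose most, with a log2 fold change of 3.30 (standard error 0.14, limma adjusted p = 1.4e-06). It was followed by Pcdh20 at 3.27 (standard error 0.54), Gm20655 at 2.92, Speer3 at 2.73 and Fgfbp1 at 2.41. The largest fall was that of Hspe1, with a log2 fold change of -3.48 (standard error 0.25, limma adjusted p = 2e-05). Parvb followed at -2.74, Anapc5 at -2.73, Stmn4 at -2.67 and Nup93 at -2.33. Of the other Parvb probes, A_51_P169415 gave -0.77 (limma adjusted p = 0.0073) and the noisier A_55_P2713473 gave 0.23 (standard error 0.44). The other Anapc5 probe gave 0.08.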

Upon differentiation, 862 and 382 genes were up-regulated and down-regulated, respectively (Fig 10B). 

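At day 2, limma called 452 probes higher and 193 lower in siBach1-2 cells, which stood for 369 and 157 genes. With the adjusted p alone, 1705 probes were higher and 1858 lower. Under a normexp background correction 125 were called higher and 96 lower, so that 56.6% were higher, against 70.1% in the main fit. With no array left out, the other alternatives gave 62.9% to 71.7% higher. The conditions did not overlap on 32.8% of the tested probes. Mgst2 rose most among the named probes, with a log2 fold change of 4.23 (standard error 0.24, limma adjusted p = 1.4e-05). The rises of Hba-a2 and Hba-a1 were 3.90 and 3.87, that of 2310002L09Rik was 3.48 and that of Gsta2 was 3.34. Hspe1 fell most, with -3.17 (standard error 0.10, limma adjusted p = 3.7e-07). Ifi27l2a changed by -2.86, Padi2 by -2.61, Casq1 by -2.44 and ND6 by -2.13. Of all probes, 126 were called at both days, and 124 of these changed in the same direction, 51 higher and 73 lower. A test of the difference between the silencing effects at the 2 days called 427 probes, with 291 more positive and 136 more negative at day 2. Of 100 relabellings of the siRNA within each day, the real one included, 6 called at least as many probes, and in the other 5 only day 2 labels were exchanged, which leaves the day 0 effect in the contrast. When the additive effects of day and siRNA were removed first, a step chosen after that result was seen, only the real labels called as many, and the others called at most 15.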

We performed gene ontology (GO) analysis of genes with significant differentialexpression upon Bach1 silencing to investigate its function. Before inducing differentiation, terms related to proliferation were frequently found in both up- and down-regulated genes (Fig 10C). 

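A list of 52 cell cycle genes, drawn up without reference to GO annotation, was lower in siBach1-2 cells at day 0. Its median log2 fold change was -0.35, against 0.08 for all genes, and only 1 of the 52 genes was higher. The competitive test camera in limma gave an adjusted p of 5.2e-08 over 16 tests of 8 lists. No gene of the list was called higher and 1 was called lower, so the shift was spread over many genes with small changes. The adjusted p was 0.16 with fry and 0.95 with camera when the correlation between genes was estimated from the data. GO terms were not analysed here.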

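A list of 50 tested genes for the sarcomere and for contraction had a median log2 fold change of -0.30 in siBach1-2 against siControl cells at day 2. In this list 12 genes were higher, 5 were called lower and 0 were called higher. The limma test camera gave an adjusted p of 0.0021, against 0.16 with fry and 0.95 with an estimated correlation between genes. Without siBach1-2 day 2 replicate 3 the adjusted p of camera was 0.055. From day 0 to day 2 the median of the list rose by 4.60 in siControl cells and by 4.27 in siBach1-2 cells, and all 50 genes were called higher in both. The difference between the silencing effects at day 2 and day 0 had a median of -0.34. Its adjusted p in limma was 0.031 with camera, 0.42 with fry and 0.93 with an estimated correlation. Cell cycle genes were also lower at day 2, with a median of -0.31 (adjusted p = 6.7e-05 with camera in limma and 0.2 with fry).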

After inducing differentiation, terms related to differentiation were included in both up-regulation and down-regulation groups (Fig 10C). However, GSEA showed no enrichment of genes related to muscle cell differentiation (Fig 10D). Therefore, we examined for possible alterations of known key regulators of muscle differentiation in the microarray data set (Fig 11A).

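The gene sets of Fig 10D were not used here, and a shorter list of 34 positive regulators and another of 34 negative regulators of muscle differentiation were tested in their place. Of the positive regulators, 33 genes were tested at day 2, and 7 were higher in siBach1-2 cells. Their median log2 fold change was -0.26 (limma camera, adjusted p = 0.0003). With fry the adjusted p was 0.00051, and with an estimated correlation between genes it was 0.25. The negative regulators had a median of -0.07 over 31 tested genes, 13 of them higher (limma camera, adjusted p = 0.59). At day 0 the medians were 0.13 and 0.12, against 0.08 for all genes (limma camera, adjusted p = 0.72 for both lists). The negative regulators, with a mean of 0.02, were given as lower by camera, which compares a list with the other genes and not with 0. For the positive regulators the difference between the silencing effects at day 2 and day 0 had a median of -0.36 (limma, adjusted p = 0.0084 with camera, 0.0019 with fry and 0.28 with an estimated correlation).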

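Bach1 mRNA itself, on probe A_55_P2014337, was 1.69 ± 0.12 (SD, n = 3) in siControl and -0.09 ± 0.23 in siBach1-2 cells at day 0, as log2 signal relative to the array's 75th percentile. The log2 fold change was -1.77 at day 0 (standard error 0.11, limma adjusted p = 1.2e-05) and -1.97 at day 2 (limma adjusted p = 1.4e-05), and all siBach1-2 arrays were below all siControl arrays at both days. The only Mstn probe, A_51_P384901, was well above background on 1 of 3 arrays in siBach1-2 cells at day 2 and on 0 arrays of the other conditions. It was therefore not tested, and its log2 fold change of 1.87 at day 2 compares signals near background. Under the alternatives that tested Mstn at day 2, the limma adjusted p was 0.037 with no filter, 0.034 with the loose and 0.0095 with the strict reading of the Fig 10A filter and, chosen after seeing the data, 0.0026 with no filter and replicate as a block. At day 0 its change was 0.26, with adjusted p from 0.37 to 0.82 under the same alternatives. The Smad2 probes changed by 0.19 and -0.32 at day 2 (limma adjusted p = 0.24 and 0.12). The Foxo1 probes changed by 0.11 and 0.00 (limma adjusted p = 0.69 and 0.99). Of the 3 Akt1 probes, A_66_P107415 changed by 0.53 at day 2, with an adjusted p in limma of 0.069 over all probes and 0.032 when adjusted over the list alone, the 19 tested probes of the genes of Fig 11B. Over all alternatives the adjusted p of this probe ranged from 0.018, with slide as a block, to 0.28, and the other Akt1 probes changed by -0.15 and -0.08. The Akt2 probes changed by between -0.19 and 0.09. Myod1 was 3.61 ± 0.09 (SD, n = 3) in siControl and 3.13 ± 0.07 in siBach1-2 cells at day 2, a log2 fold change of -0.48 (standard error 0.13, limma adjusted p = 0.036). The adjusted p rose above 0.05 in each of the 6 fits with 1 array left out, in which the log2 fold change stayed between -0.53 and -0.44. It was also 0.072 with quantile normalization, 0.14 with no filter on dim probes, 0.12 with the loose reading of the Fig 10A filter and 0.052 by the methods' t-test after Benjamini-Hochberg. Myog fell from 7.28 ± 0.16 (SD, n = 3) to 6.31 ± 0.12, a log2 fold change of -0.98 (standard error 0.21, limma adjusted p = 0.016). For Myog the adjusted p was 0.053 without siControl day 2 replicate 1, 0.055 without siBach1-2 day 2 replicate 3, 0.062 with no filter on dim probes and 0.056 with the loose reading of the Fig 10A filter. At day 0 these changes were 0.13 and 0.11. The difference between the days was -0.61 for Myod1 and -1.08 for Myog (limma adjusted p = 0.083 and 0.071). With slide as a block these adjusted p were 0.049 and 0.009, with a robust limma-trend prior 0.046 and 0.037, and for Myog 0.012 with replicate as a block. The methods' t-test, unadjusted, gave 0.0093 and 0.011. The highest values were 0.3 and 0.24, with no filter.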

**Fig 10:**
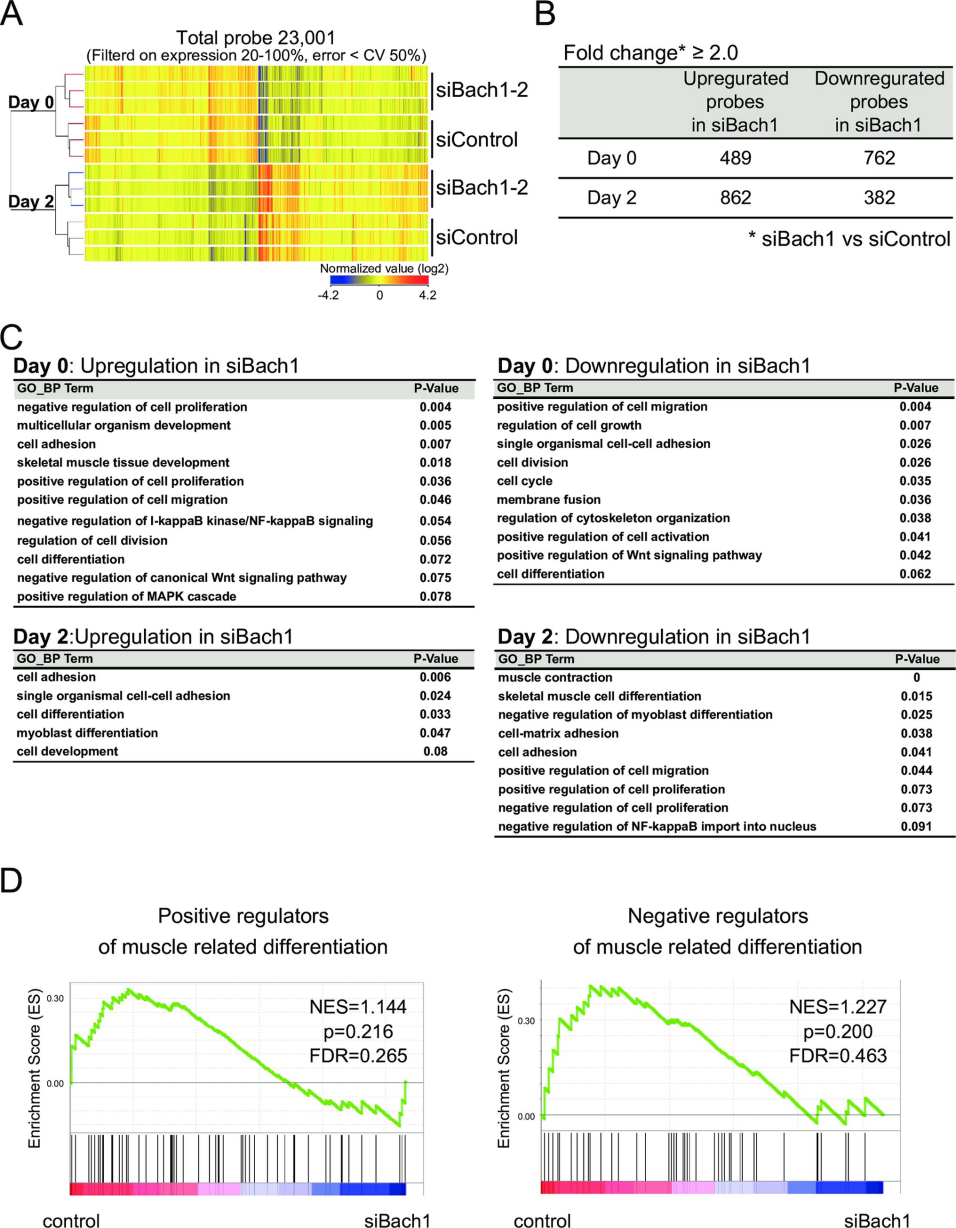
Gene expression profiles of Bach1-silenced and control C2C12 cells. (A) Clustering analysis of microarray gene expression profiles of indicated cells before or after inducing differentiation. (B) The table shows numbers of upregulated and downregulated probes (fold change ≥ 2.0). (C) The tables show gene ontology (GO) analysis results using genes in (B). (D) GSEA enrichment plots of genes related to positive (right) and negative (left) regulators of muscle differentiation.

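Average-linkage clustering of the 12 arrays on 1 minus Pearson's correlation over the 29664 tested probes separated day 0 from day 2 first. When the tree was divided into 4 clusters, 2 of the 4 conditions formed a cluster of their own 3 arrays, and siBach1-2 day 0 replicate 3 stood apart. With complete linkage, and with the strict reading of the filter of Fig 10A, all 4 conditions did so. Correlations between arrays were 0.9855 to 0.9952 within a condition, 0.978 to 0.9902 between the siRNAs at the same day and 0.9302 to 0.9497 between days. The first principal component held 70.8% of the variance, the second 9.5% and the third 7.2%.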

**Fig 11:**
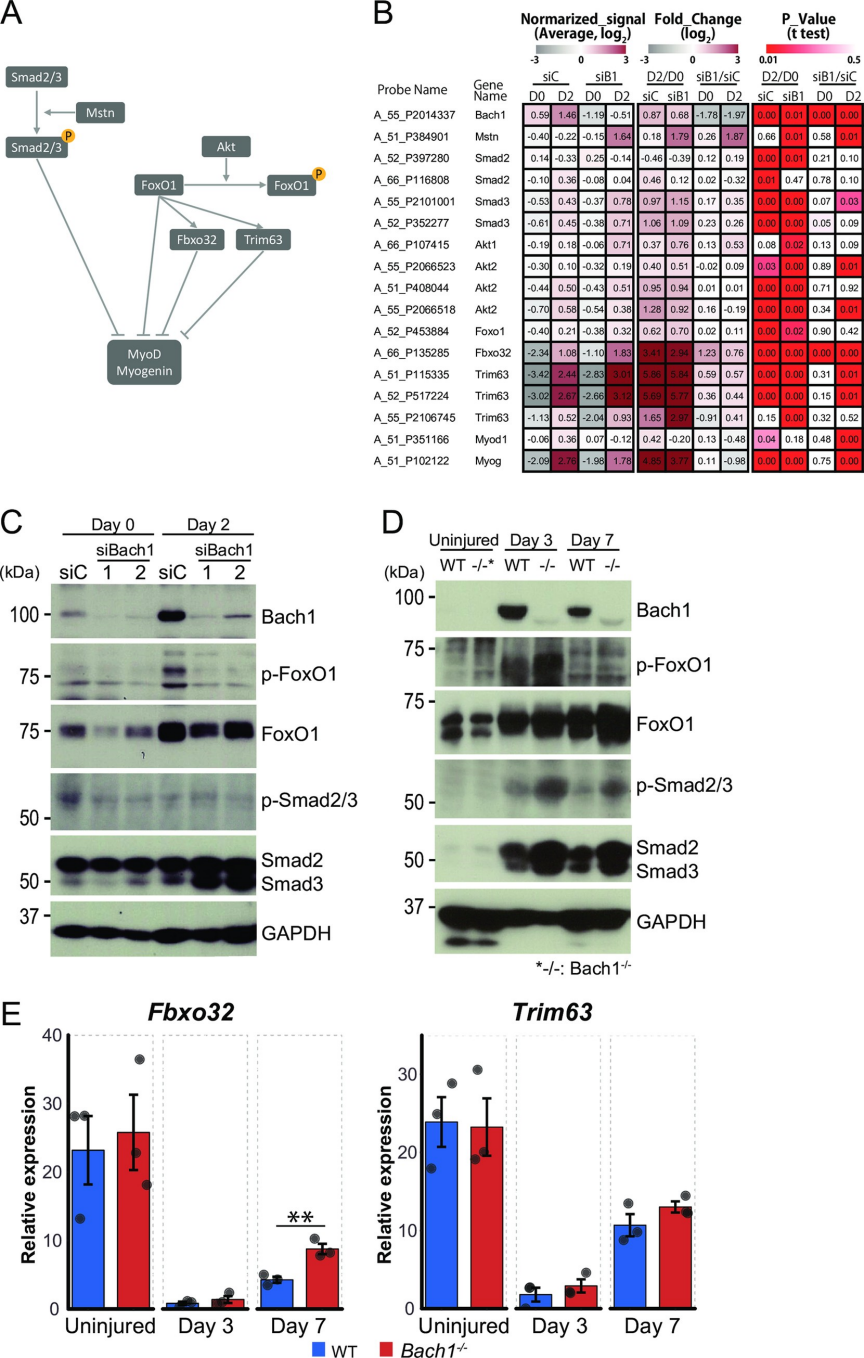
Bach1 decreases Smad3 protein. (A) Signaling pathways known to suppress MyoD and myogenin. (B) Heat map of pathway related genes from microarray results in Fig 10A. Maps show normalized signals (left), fold change (middle) and *p* value (right) compared Bach1-silenced to control C2C12 cells at day 0 and day 2, or compared day 2 to day 0 in Bach1-silenced or control C2C12 cells. (C) Western blotting of Bach1-silenced and control C2C12 cells before (day 0) and after inducing differentiation (day 2). (D) Western blotting of *Bach1-*deficient and WT mice muscle at 3 or 7 days after injury. Uninjured samples are also shown. Western blotting was performed with indicated antibodies. (E) Expression of *Fbxo32* and *Trim63* mRNA measured by RT-qPCR in muscle of *Bach1*-deficient and WT mice at 3 or 7 days after injury or before injury. (*n* = 3; ** *p*< 0.01).

Smad2, Smad3 and FoxO1 are known to inhibit the expression of MyoD and Myogenin transcription factors [39–41] (Fig 11A). 

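Smad3 is measured by 2 probes, and both were well above background on all 12 arrays. On probe A_55_P2101001 the log2 signal relative to the array's 75th percentile was 4.15 ± 0.14 (SD, n = 3) in siControl and 4.50 ± 0.11 in siBach1-2 cells at day 2. The log2 fold change was 0.35 (standard error 0.10), a fold change of 1.28, with a limma adjusted p of 0.045 over all probes and 0.019 when adjusted over the list alone. On probe A_52_P352277 the signals were 1.68 ± 0.18 (SD, n = 3) and 1.94 ± 0.10, a log2 fold change of 0.26 (standard error 0.11, limma adjusted p = 0.15, and 0.075 when adjusted over the list alone). On both probes every siBach1-2 array was above every siControl array at day 2 (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). At day 0 the same held, with log2 fold changes of 0.17 and 0.23 (limma adjusted p = 0.28 and 0.18). The effects at the 2 days did not differ measurably, by 0.18 on A_55_P2101001 and by 0.03 on A_52_P352277 (limma adjusted p = 0.51 and 0.94). On A_55_P2101001 the adjusted p rose above 0.05 in 4 of 6 fits with 1 array left out, where it ranged from 0.029 to 0.15, and with no filter on dim probes, where it was 0.19. From day 0 to day 2 the Smad3 probes rose by 0.97 and 1.06 in siControl cells, more than they differed between siRNAs. Gapdh and Csnk2a2 are the paper's controls for Western blotting and RT-qPCR. With siBach1-2 at day 2 their probes changed by -0.31 to -0.16 and by -0.23 to -0.18. None passed the threshold in the main fit (limma adjusted p of at least 0.062). These changes were opposite in direction to those of Smad3 but close in size to that on A_52_P352277.

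**Figure D1:**
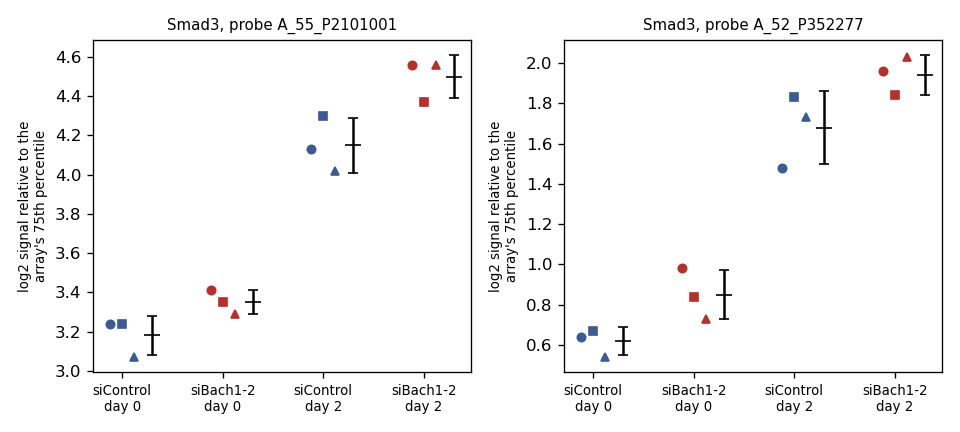
Log2 signal of the Smad3 probes relative to each array's 75th percentile, by condition. Each point is an array, with a circle, a square and a triangle for replicates 1, 2 and 3, and the bar beside them is the mean with SD. The siBach1-2 arrays lie above the siControl arrays at both days, and the step from day 0 to day 2 is the larger one.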

The microarray data analysis revealed that Smad3, one of the key inhibitors of muscle differentiation, wasslightly but reproducibly increased in the cells with Bach1 silencing after inducing differentiation (Fig 11B). Interestingly, Smad3 protein was increased by the combination of Bach1 knockdown and differentiation in C2C12 cells (Fig 11C). Furthermore, not only Smad3 but also Smad2 showed more increase upon cardiotoxin-induced injury in *Bach1*-deficient mice than in WT mice (Fig 11D). In addition, phosphorylated, activated form of Smad3 increased morein the muscle of *Bach1*-deficient mice after injury (Fig 11D). While the amount of FoxO1 protein increased after induction of differentiation of C2C12 cells, its induction was largely not affected by Bach1 silencing in C2C12 cells. In contrast, FoxO1 protein was increased more in the *Bach1*-deficient muscle after the injurythan in the WT muscle (Fig 11D). While the inhibitory phosphorylation of FoxO1 protein was reduced in Bach1 knockdown C2C12 cells, such an effect was not observed in the muscle injury model (Fig 11C and 11D). These alterations were accompanied with changes in the expression of downstream target genes. Expression of *Fbxo32* and *Trim63*, downstream genes of FoxO1, was increasedin C2C12 cells by Bach1 silencing (Fig 11B). 

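Fbxo32 has 1 probe on the array. Its log2 signal relative to the array's 75th percentile was -1.52 ± 0.20 (SD, n = 3) in siControl and -0.28 ± 0.15 in siBach1-2 cells at day 0, and it reached 2.66 ± 0.04 in siBach1-2 cells at day 2. The log2 fold change was 1.24 at day 0 (standard error 0.12, limma adjusted p = 0.00011) and 0.76 at day 2 (standard error 0.12, limma adjusted p = 0.0035). The difference between the days was -0.48 (limma adjusted p = 0.13). Trim63 has 3 probes, of which only A_52_P517224 was well above background on all arrays. On it the log2 fold change was 0.37 at day 0 and 0.44 at day 2 (standard error 0.15, limma adjusted p = 0.13 and 0.09). At day 2 the adjusted p was 0.043 when adjusted over the list alone, 0.042 with replicate as a block and 0.011 with a normexp background correction. At day 0 it was 0.027 with normexp and 0.0096 without siControl day 0 replicate 1. Probe A_55_P2106745 gave 0.60 and 0.57 (limma adjusted p = 0.26 and 0.31), and the first of these passed the threshold, at 0.038, without siControl day 0 replicate 1. Probe A_51_P115335, which was well above background on 1 and 0 of 3 arrays at day 0, gave -0.91 and 0.41 (standard error 0.63, limma adjusted p = 0.37 and 0.74). The paper states that the changes in Smad and FoxO1 proteins were accompanied by changes in these downstream genes of FoxO1.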

Expression of *Fbxo32* was also higher in *Bach1*-deficient mice than WT mice at 7 days after injury whereas that of Trim63 was similar in the two types of mice (Fig 11E).

To validate whether repression of Smad2 or Smad3 by Bach1 was involved in muscle cell differentiation in our experimental system, we performed knockdown of Smad2 or Smad3 in C2C12 cells (Fig 12A and 12B). Myotube formation was significantly increasedbysilencing of Smad2 or Smad3 (Fig 12C and 12D). These results suggested that Bach1 promoted muscle cell differentiation of C2C12 cells and regeneration after muscle injury by directly or indirectly repressing the expressions of Smad2, Smad3 and FoxO1 (Fig 13).

**Fig 12:**
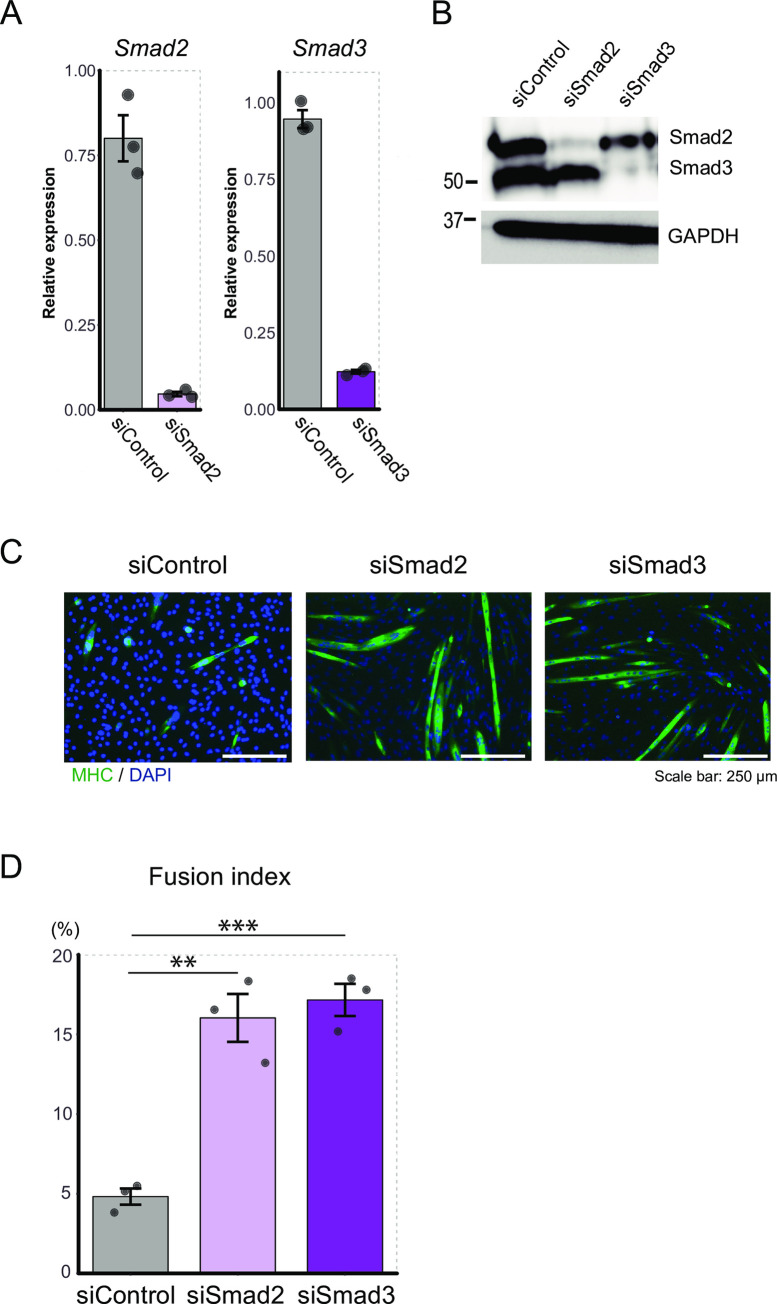
Smad2 and Smad3 inhibit myoblasts differentiation of C2C12 cells. (A) Expression of Smad2 (left) and Smad3 (right) mRNA was measured by RT-qPCR in control C2C12 cells or those treated with indicated siRNA before inducing differentiation. (n = 3). (B) Western blotting of Smad2 and Smad3 in C2C12 cells treated as above after inducing differentiation (day 2). (C) Immunohistochemical staining of MHC and nuclei (DAPI) of C2C12 cells treated as above 5 days after inducing differentiation. (D) Fusion index after 5 days. (n = 3; ** p < 0.01, *** p < 0.001).

**Fig 13:**
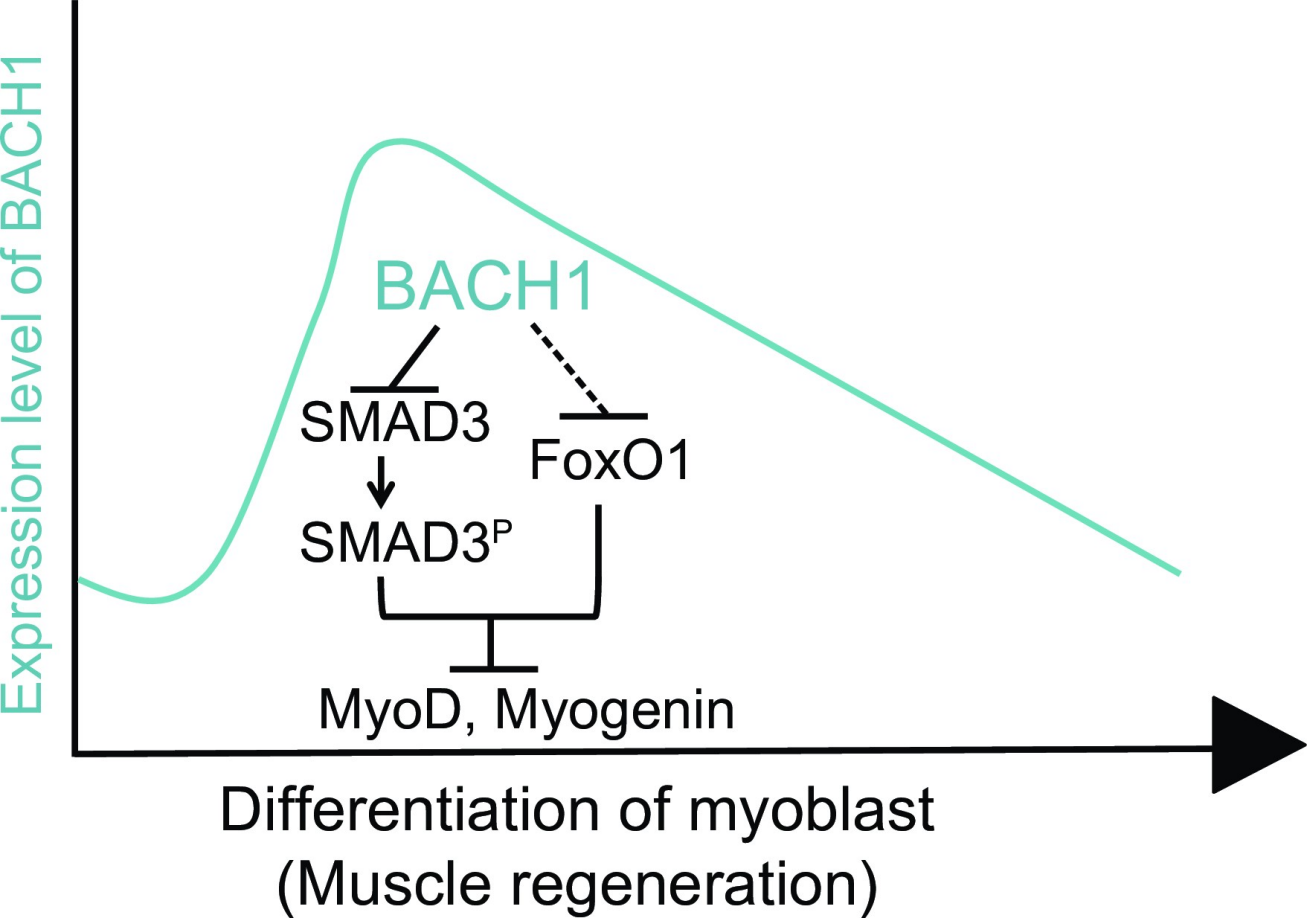
A model on the regulation of myoblast differentiation by Bach1. Bach1 accelerates myoblast differentiation through inhibition of Smad3 and FoxO1 expression.

## Discussion

In this report, we found no appreciable differences in muscle weight and muscle fiber size between *Bach1*-deficient and WT mice, indicating that Bach1 is dispensable for the development and maturation of the skeletal muscle system under the normal conditions. Nonetheless, we also found that a critical function of Bach1 in muscle cells manifested after muscle injury, wherethe amount of Bach1 proteinremarkably increased, presumably facilitatingthe required function for efficient muscle regeneration. In terms of molecular mechanism, our results obtained with C2C12 cells and *Bach1*-deficient mice showed altered expression of critical muscle cell regulators that appeared to contribute to the reduced muscle cell differentiation of C2C12 and regeneration in the injury model upon reduction or absence of Bach1 (Fig 11). Amounts of Smad3 protein was increased when Bach1 was reduced. Smad3 might bea direct target of Bach1 becauseour previously data showed Bach2, which is related to Bach1, and MafK, which forms a heterodimer with Bach1, bind to genome region of Smad3 gene body in pre-pro B cell (GSE87503). In addition to Smad3, Smad2 protein was also increased in *Bach1*-deficient, injured muscle. Since Bach1 directly represses the expression of *Nodal* gene which encodes one of the ligands for the Smad pathway in human embryonic stem cells [42], Bach1 may regulate Smad pathway at multiple steps. Consistent with the previous report that Smad2 and Smad3 inhibit MyoD and myogenin expression [39], the expression of the two myogenic transcription factors was reduced in C2C12 cells upon knockdown of Bach1. However, the expression of these myogenic transcription factors was not affected in *Bach1*-deficient mice. Therefore, Smad2 and Smad3 may inhibit the expression of additional target genes other than these myogenic transcription factors. In addition, increased activity of FoxO1, which was suggested by the reduction of phosphorylated FoxO1, may be relevant to the differentiation defect of C2C12 cells with Bach1 silencing, since FoxO1 is known to inhibit the expression of MyoD and myogenin [40, 43]. Even though such reduction of phosphorylated FoxO1 was not observed in the muscle of *Bach1*-deficient mice, total amount of FoxO1 protein increased more in *Bach1*-deficient mice than wild-type mice at 7 days after injury. FoxO1 is known to regulate muscle atrophy by inducing Fbxo32 [44], which was also increased more in *Bach1*-deficient muscle compared with the control tissue. Bach1 may regulate not only differentiation of myoblasts but also hypertrophy of myofibers by affecting FoxO1.

Amounts of both Bach1 mRNA and protein were increasedshortly after induction of differentiation in C2C12 cells whereas only the protein was reduced following its initial induction. Considering the effect of Bach1 upon the expression of Smad2 and Smad3, the returning of Bach1 protein to its basal level may restrict myotube formation. However, a continuous Bach1 overexpression did not increase myotube formation. One possibility is that overexpressed Bach1 was degraded by a post-translational regulation which was induced at the later stage of differentiation. We observed that Bach1 protein was increased in muscle injury without clear increase of Bach1 mRNA. These observations suggest that post-translational regulation of Bach1 is operating in injured muscle cells. It will be important to unravel the presumptive degradation system of Bach1 toward better understanding the regulation of myotube formation and regeneration.

Our findings on the muscle injury model are in clear contrast to previous reports showing reduction of myocardial infarction, spinal injury, and lung injury by the *Bach1* deficiency in disease models [9–11]. One of the possible reasons may be the unique feature of skeletal muscle regeneration. In skeletal muscle, damaged muscle fibers are removed and satellite cells, but not muscle fiber itself, regenerate new muscle fibers after injury-induced expansion and differentiation into myoblasts. Oxidative damage may rather work favorably to decompose damaged muscle fibers and to accelerate repair processes of the muscle. Indeed, many inflammatory cells migrated to the injured muscle within 3 days after the injury, and most of muscle fibers were replaced by reproduced fibers that have central nuclei. To address this possibility further, it will be important to examine whether inhibition of HO-1 in *Bach1*-deficient mice promotes regeneration. Characteristics of the injury model employed here may also contribute to the unique function of Bach1 in muscle regeneration. There are several models for skeletal muscle injury like freezing [45], contusion [46], muscle strain [47], and muscle cutting [48]. Chemical damage induced by cardiotoxin is a model with relatively small damage for satellite cells [45, 49]. In *Nrf2*-deficient mice, muscle regeneration is impaired after ischemia-reperfusion injury [50]. Since Nrf2 activates genes many of which are repressed by Bach1 including HO-1, *Bach1-*deficient mice may show an increase in regeneration in such a model. In models of ischemia-reperfusion injury and muscular dystrophy, HO-1 deficiency causes a decrease of regeneration capacity [51, 52]. Since these models cause strong oxidative stress [53, 54], muscle regeneration may be impaired by damagingnot only muscle cells but also satellite cells. Thus, the regeneration-promoting function of Bach1 in muscle may manifest on the balance between enhanced anti-oxidative stress response and decreased myoblast activity.

Overexpression of HO-1 in C2C12 cells has been reported to inhibit differentiation [37]. While we found that Bach1 knockdown in C2C12 cells led to higher expression of HO-1, inhibition of HO-1 in these cells did not result in any recovery of differentiation. This is consistent with our findings which suggest the presence of additional target genes of Bach1 like Smad proteins in muscle cells. Therefore, our observations do not necessarily negate the inhibitory role HO-1in muscle differentiation of C2C12 cells.

Sarcopenia, an age-related degenerative loss of skeletal muscle mass and strength, is one of the major factors of functional decline of elderly people [55]. Sarcopenia is correlated with muscle injury and impaired muscle regeneration [55, 56]. Therefore, our results suggest that Bach1 may also be involved in sarcopenia. However, there are several limitations to this present study in terms of muscle cell physiology at an organismal level. Rodents models are constrained by their marked differences in metabolic and endocrine pathways with humans [57]. While the observations presented here strongly support a function of Bach1 in muscle cell differentiation or homeostasis, they do not exclude its possible function in non-muscle cells that may facilitate muscle cell differentiation in a non-cell autonomous manner. Further studies using new animal models more relevant to human physiology, such as a swine model [58], and tissue-specific knockout of Bach1 will be necessary to address these issues. Nonetheless of these limitations, our observations using C2C12 cells suggest that Bach1 promotes muscle cell differentiation by repressing directly or indirectly downstream regulators such as Smad2 and Smad3, tuning the process of muscle differentiation.

## Materials and methods

### Mice

All the animal experiments were approved by the Institutional Animal Care and Use Committee of the Tohoku University Environmental and Safety Committee (No. 2016MdA-213). We used *Bach1*-deficient and WT mice with C57B6J background [59]. Genotyping was performed using DNA extraction from tail of mice. PCR for genotyping were carried out by using following primers.

*Bach1* wild-type (forward) 5’-CATGTGTGTTTGCAGGTCGA-3’

wild-type (reverse) 5’-GTGGAAGTAGCTGCTGCACG-3’

mutant (forward) 5’-CATGTGTGTTTGCAGGTCGA-3’

mutant (reverse) 5’-AGTAGGTGTCATTCTATTCTGGG-3’

### Animal procedures

For cardiotoxin induced muscle injury, mice were anesthetized with an intraperitoneal injection of 200 μl of normal saline containing medetomidine hydrochloride (0.6 mg/ml) and midazolam (8 mg/ml), and 50 μl of buprenorphine(0.05 mg/ml). After removing their hind legs hair with depilatory, 50 μl cardiotoxin (10 μM) from Naja pallida (Latoxan L8102) were administered intramuscularly into the right tibialis anterior (TA) muscle in five positions to assure distribution of cardiotoxin all over the muscle. Mice were sacrificed at day 3, 7, 21 after cardiotoxin treatment and before treatment. The bilateral TA were collected, weighted and frozen immediately in isopentane cooled in liquid nitrogen. Frozen TA muscles were stored at -80°C until use. These were snap frozen in OCT compound (Sakura Fine technical) and sectioned at a thickness of 10 μm with a cryostat (Leica).

### Histology and immunohistochemistry

Muscle sections were stained with hematoxylin and eosin (HE) or immunostained with antibodies. For immunostaining, sections were air dried and washed in PBS, blocked for 1 hr with 1% BSA/PBS, and were incubated with rabbit anti-Laminin polyclonal antibody (1:1000 dilution, ab11575, Abcam) or rabbit anti-Bach1 polyclonal antibody (1:400 dilution) [18] for 30 min. Sections were then washed with PBS and incubated with secondary antibody conjugated with Alexa Fluor 488 (1:1000 dilution, A-21206, Thermo Fisher Scientific) or FITC (1:1000 dilution, 65–6111, Invitrogen) for 30min. After washing, sections were mounted in VECTASHIELD Mounting Medium with DAPI (VECTOR) or Hoechst.

### Cross sectional area measurement

CSA in each fiber was measured in 5 fields of vision of muscle sections that were stained with laminin antibody in each mouse. Each section was automatically outlined and measured areas of each circle using Photoshop CC (Adobe). In injured mice, only circles with central nucleiwere measured.

### Cell culture

C2C12 myoblast cells were purchased from Riken Cell Bank (Japan). Cells were cultured at 37°C in 5% CO_2_ in high-glucose Dulbecco’s modified Eagle medium (DMEM, Sigma) containing 10% fetal bovine serum and 1% penicillin/streptomycin (10,000 units of penicillin per ml, 10,000 μg of streptomycin per ml) (GIBCO). C2C12 cells were passaged before confluence. C2C12 cells were induced to differentiate into myotubes by replacing in the DMEM with 2% horse serum (HS) when the cells reached confluence. For proteasome inhibition, C2C12 cells were incubated withMG132-containing growth medium for 3 hrs. For HO-1 inhibition treatments, cells were incubated with the HS-containing medium with or without tin protoporphyrin IX (SnPP) for 6 days.

M1 cells were cultured at 37°C in 5% CO_2_ inRPMI 1640 (Sigma) containing 10% fetal bovine serum and 1% penicillin/streptomycin.

### RNA interference

Bach1 was silenced using stealth RNAi^TM^ (Invitrogen). These sequences are as follow.

siBach1-1: UUUCCAAGUUGCUUGAGCAGCCUUC

siBach1-2: UUGAAUGGCAGCUUCACCUCACAGU

siSmad2: UCGGAACCUGCAUUCUGGUGUUCAA

siSmad3: CCUGCUGGAUUGAGCUACACCUGAA

Transfection of small interfering RNA was performed using Lipofectamine RNAiMAX reagent (Invitrogen). Control siRNA (Stealth RNAi^TM^ negative control) was used for comparison. Stealth RNAi was used twice the amount of volume written in protocol. In Smad knockdown experiment, four-fold more amounts of siControl, siSmad2, or siSmad3 were used. The knockdown efficiency was confirmed by Western blotting or qPCR.

### Bach1 overexpression

The Bach1 and FLAG expression plasmids (pCMV-Bach1 and pcDNA3.1B-FLAG, respectively) used were as previously described [60, 61]. C2C12 cells were transfected using GeneJuice (Novagen) according to the reagent protocol. Efficiency was confirmed by Western blotting.

### Immunostaining and quantification of fusion index

C2C12 cells were fixed with 4% paraformaldehyde solution for 10 minutes and permeabilized with 0.5% TritonX-100 (Nakarai Chemicals) and 0.1% SDS solution for 10 min. Cells were incubated with rabbit anti-Bach1 polyclonal antibody (1:400 dilution) [18] or anti-myosin heavy chain antibody (MY32, Sigma) diluted with PBS containing 1% BSA for 1 hr at 37°C. Cells were then incubated with secondary antibody conjugated with sheep anti-mouse IgG-FITC (F3008, Sigma) diluted with PBS containing 1% BSA for 30 min at 37°C. Cells were mounted in VECTASHIELD Mounting Medium with DAPI (VECTOR) or Hoechst. Fusion index was calculated as percentage of nuclei within myosin positive cells with at least 3 nuclei versus total nuclei in the fields.

### Western blotting

Total cell lysates were loaded onto 7.5% agarose gel. Electrophoresis was run and wet transferred to PVDF membrane (Millipore) at 300 mA for 2 hr. After blocking with 5% skim milk powder (Wako) in T-TBS for 1 hr, membranes were incubated with primary antibody solutions at 4°C overnight. Membranes were then washed with T-TBS, and incubated with horseradish peroxidase conjugated anti-IgG antibodies (GE Healthcare) at RT for 1 hr. Antibody binding was detected with a chemiluminescent substrate (Pierce ECL Plus Western Blotting Substrate, Thermo Fisher Scientific) and X-ray film (GE Healthcare). Antibodies used were:rabbit anti-Bach1 polyclonal antibody (1:1000dil) [18], rabbit anti-FoxO1 monoclonal antibody (1:1000 dil, 2880, Cell Signaling), rabbit anti-phospho-FoxO1 polyclonal antibody (1:1000 dil, 9461, Cell Signaling), rabbit anti-Smad2/3 monoclonal antibody (1:300 dil, 8685, Cell Signaling), rabbit anti-phospho-Smad2/3 monoclonal antibody (1:200 dil, 8828, Cell Signaling) and mouse anti-GAPDH monoclonal antibody (1:5000 dil, ab8245, Abcam).

### Quantitative real-time PCR

Total RNA was extracted from C212 cells and skeletal muscle using Rneasy Mini Kit (Qiagen) or Rneasy Micro Kit (Qiagen) according to the protocol. Complementary DNA was synthesized from total RNA using Omniscript Reverse Transcription Kit (Qiagen) or SuperScript III Reverse Transcriptase (Thermo Fisher Scientific) with Random primer (Invitrogen) and RNaseOUT (Thermo Fisher Scientific). qPCR was performed in Light Cycler Nano (Roche) or Light Cycler 96 (Roche) using FastStart Essential DNA Green Master (Roche). Relative expression was calculated using Csnk2a2 cDNA as a control. Primers used are as follows.

Bach1

Forward: 5’-GCCCGTATGCTTGTGTGATT-3’

Reverse: 5’-CGTGAGAGCGAAATTATCCG-3’

*Cdkn1a* (p21)

Forward: 5’-GCAGATCCACAGCGATATCCA-3’

Reverse: 5’-AGACAACGGCACACTTTGCT-3’

*Cdkn2a*(p19)

Forward: 5’-GCTCTGGCTTTCGTGAACA-3’

Reverse: 5’-TCGAATCTGCACCGTAGTTG-3’

Csnk2a2

Forward: 5’-CCACATAGACCTAGATCCACACT-3’

Reverse: 5’-CGCAGGAGCTTGTCAAGAAGA-3’

*Fbxo32*(Atrogin-1)

Forward: 5’-CAGCTTCGTGAGCGACCTC-3’

Reverse: 5’-GGCAGTCGAGAAGTCCAGTC-3’

*Hmox1*(HO-1)

Forward: 5’-GGGTGACAGAAGAGGCTAAG-3’

Reverse: 5’-GTGTCTGGGATGAGCTAGTG-3’

Myf5

Forward: 5’-CACCACCAACCCTAACCAGAG-3’

Reverse: 5’-AGGCTGTAATAGTTCTCCACCTG-3’

*Myf6* (MRF4)

Forward: 5’-ATTCTTGAGGGTGCGGATTTC-3’

Reverse: 5’-CCTTAGCAGTTATCACGAGGC-3’

*Myh1* (MHCⅡd/x)

Forward: 5’-AATCAAAGGTCAAGGCCTACAA-3’

Reverse: 5’-GAATTTGGCCAGGTTGACAT-3’

*Myh7* (MHCⅠ/b)

Forward: 5’-CGCATCAAGGAGCTCACC-3’

Reverse: 5’-CTGCAGCCGCAGTAGGTT-3’

*Myod1* (MyoD)

Forward: 5’-GCAGAATGGCTACGACACC-3’

Reverse: 5’-CCTGTTCTGTGTCGCTTAGG-3’

*Myog* (Myogenin)

Forward: 5’-CCTTGCTCAGCTCCCTCA-3’

Reverse: 5’-TGGGAGTTGCATTCACTGG-3’

Smad2

Forward: 5’-CAACCAGGGTTTTGAAGCCG-3’

Reverse: 5’-TGCAGAGGGCCATTCAGATG-3’

Smad3

Forward: 5’-AAGCTCAAGAAGACGGGGC-3’

Reverse: 5’-CGGCAGTAGATAACGTGAGGG-3’

*Trim63* (MuRF-1)

Forward: 5’-GTGTGAGGTGCCTACTTGCTC-3’

Reverse: 5’-GCTCAGTCTTCTGTCCTTGGA-3’

### Senescence-associated β-galactosidase staining

C2C12 cells were induced to differentiate for 6 days. Senescence-associated β-galactosidase (SA-β gal) staining was performed using Senescence Detection Kit (K320, BioVision) according to the protocol.

### Microarray analysis

The microarray analyses were performed with RNA isolated from C2C12 cells, transfected with siControl and siBach1-2, without or with induction of differentiation (day 0 or day 2). The experiments were carried out in triplicate. Total RNA was extracted using Rneasy Mini Kit (Qiagen). cRNA labeled with Cyanine 3 was synthesized using Low Input Quick Amp Labeling Kit (Agilent). cRNA was hybridized on Sure Print G3 Mouse GE microarrays 8×60K Ver. 2.0 (Agilent). Microarrays were scanned with Agilent DNA microarray scanner (Agilent). Results were analyzed using GeneSpring Ver 14.5 (Agilent), DAVID (https://david.ncifcrf.gov) and gene set enrichment analysis ver. 3.0. Gene set of “Positive regulators of muscle related differentiation” is a combined gene set of GO_POSITIVE_REGULATION_OF_MUSCLE_CELL_DIFFERENTIATION, GO_POSITIVE_REGULATION_OF_MYOBLAST_DIFFERENTIATION, GO_POSITIVE_REGULATION_OF_MYOTUBE_DIFFERENTIATION, and GO_POSITIVE_REGULATION_OF_STRIATED_MUSCLE_CELL_DIFFERENTIATION, and gene set of “Negative regulators of muscle related differentiation” was a combined gene set of GO_NEGATIVE_REGULATION_OF_MUSCLE_CELL_DIFFERENTIATION, GO_NEGATIVE_REGULATION_OF_MYOBLAST_DIFFERENTIATION, GO_NEGATIVE_REGULATION_OF_MYOTUBE_DIFFERENTIATION, and GO_NEGATIVE_REGULATION_OF_STRIATED_MUSCLE_CELL_DIFFERENTIATION.

### Statistics

Results were averaged and utilized to identify statistical significance using Student’s t tests. Statistical significance was set as *p*< 0.05.

## Supporting information

S1 Raw Images (PDF) Click here for additional data file.

## Abbreviations

Bach1: BTB and CNC homology 1
CSA: Cross sectional area
Cdkn1a/2a: Cyclin dependent kinase inhibitor 1a / 2a
Fbxo32: F-box protein 32
FoxO1: Forkhead box O1
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
GO: Gene ontology
GSEA: Gene set enrichment analysis
HDAC1: Histone deacetylase 1
HO-1/Hmox1: heme oxygenase-1
HS: Horse serum
Maf: Musculoaponeurotic fibrosarcoma
MHC/Myh: myosin heavy chain
MyoD/Myod1: Myogenic differentiation 1
Myf5/6: Myogenic factor 5/6
MARE: Maf recognition element
MRF: Myogenic regulatory factor
MRF4: Muscle-specific regulatory factor 4
MuRF-1: Muscle-specific RING finger protein 1
Nrf2: Nuclear factor erythroid 2-related factor 2
SA β-gal: Senescence-associated beta-galactosidase
Smad2/3: SMAD family member 2 / 3
TA: Tibialis anterior
Trim63: Tripartite motif containing 63

How the deposited data were processed for this re-analysis (not part of the article)

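RNA from C2C12 cells was measured on 12 one-colour Agilent mouse arrays, 3 for each of siControl day 0, siControl day 2, siBach1-2 day 0 and siBach1-2 day 2. Each array carries 62976 spots. The authors scanned the arrays and deposited the scanner's output for each, in which the processed signal is an intensity after background subtraction, with the raw median intensities and flags beside it. They also deposited a table of 56745 probes with raw and normalized values. The authors made the normalized log2 values in this table by subtracting the array's 75th percentile and then the probe's median over the 12 arrays. Repeating these steps on the raw values of the same table gave a largest difference of 0.00034. Of these raw values, 100.0% lay within 0.1% of those averaged from the scanner files. The paper's methods name GeneSpring for the analysis, DAVID and GSEA for gene sets, and Student's t-test with a limit of 0.05 for statistics.

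Control spots and the 76 to 110 spots per array that the scanner marked as outliers were removed. No spot was saturated, and the median coefficient of variation of repeated spots was between 7.25% and 9.4%. Repeated spots were averaged on the log2 scale, and each array's 75th percentile was subtracted. A probe was tested where it was well above background on all 3 arrays of at least 1 of the 4 conditions, which left 29664 of 56605 probes. The number of probes well above background was between 26921 and 33313 per array. Probe and gene names are those of the deposited table. Of 37153 probes with a RefSeq accession, 33465 were found in the reference table of assembly GRCm38.p6, 31840 of them with the same symbol. The scanner files name an older mouse build, so no coordinates are given, and the reference served only for names and neighbouring genes.

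All comparisons came from a single fit in limma 3.58.1 (R 4.3.3) with the 4 conditions as groups and no block. Files were read with Python 3.11, pandas 2.3.3 and numpy 2.4.6. Effects of siBach1-2 against siControl at each day, of day 2 against day 0 for each siRNA, and the difference between the silencing effects at the 2 days were tested. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. In simulated data with noise independent between probes and arrays, 200 probes were changed at day 2, each by more than a fold change of 2. Of these, 81.5% were called with 3 false calls, and the difference between days was called for 69.5% with 4 false calls. Smaller changes were not simulated. Where no probe was changed, 0 were called. Within-replicate residuals of the 4 conditions were correlated for all 18 pairs of arrays with the same replicate number, at 0.142 to 0.595, above the limit of 0.1 set for pairing. Arrays with the same number also share a slide and a row of it, so pairing and place cannot be told apart. The main fit left this shared spread in its error, and replicate was used as a block in an alternative. With that block 889 probes were called at day 0, 732 at day 2 and 628 for the difference between the days.

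The genes named are the 24 the paper names, with all their probes, and for each silencing comparison the 5 probes with the largest rise and the 5 with the largest fall among called probes with a symbol that were well above background on all 6 arrays and did not overlap between conditions. Lists of genes were written by hand for 8 groups: sarcomere and contraction, positive regulators and negative regulators of muscle differentiation, cell cycle, antioxidant and haem, interferon response, p53 targets, and TGF-beta and Smad targets. They were tested on 1 probe per gene with limma's camera at a preset correlation of 0.01, over 16 tests for the silencing effects and 8 for the difference between days. These choices and the alternatives were set before the data were examined, apart from those named as chosen later.

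The alternatives were quantile normalization, a normexp background correction with an offset of 50, the authors' normalized values, no filter, a loose and a strict reading of the filter given in Fig 10A (the 20th percentile and a coefficient of variation of 50%), replicate or slide as a block, only the arrays of the comparison, a robust limma-trend prior, the methods' t-test with and without Benjamini-Hochberg adjustment, a fold change or an adjusted p alone, 1 probe per gene, and each array left out in turn. The methods' t-test does not cover the difference between the days. A t-test of the fit of the 4 conditions, with each probe's own spread, took its place there. The scanner files hold no mean signal, so normexp was applied to the median signal with the median background. For lists, fry, an estimated correlation between genes and the mean of all probes of a gene were tried, and for clustering complete linkage. The enrichment of GO terms and the search for seed matches of the siRNA were not run, since they need gene annotation with terms and transcript sequences, which were not used here.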

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

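The tests on Hspe1, on ND6, on the interferon response to the control siRNA, on relabelling with additive effects removed and on bright control probes alone were chosen only after the result was seen, and the others were set earlier. Single arrays that lie far from the others were not tested, since each condition has 3 arrays.

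The difference between the silencing effects at day 2 and day 0 was tested in limma and called 427 probes. Random relabelling of the siRNA within each day, with 100 of the 200 distinct ways drawn, gave at least as many calls in 6, the real labels among them, so this relabelling does not exclude chance. In the other 5, only day 2 labels were exchanged, and the day 0 effect of silencing therefore remained in the contrast. When the additive effects of day and siRNA were first removed from each probe, the real split was the 1 of 100 with as many calls, and the others called at most 15, with a median of 0, which argues against chance. The split that exchanged all day 2 labels called 2782 probes, and the median of those that mixed the conditions was 0. Without siBach1-2 day 2 replicate 1 the count was 246, and with no filter on dim probes it was 49.

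Single probes differed between the days by the same test at an adjusted p under 0.05. The silencing effect was more positive at day 2 for Gsta2 by 3.43, 2310002L09Rik by 2.91, Mgst2 by 2.84, Hba-a1 by 2.61, Hba-a2 by 2.50, Stmn4 by 1.99, Nup93 by 1.04 and Anapc5 by 0.81. It was more negative for Casq1 at -2.19, ND6 at -1.74, Gm20655 at -1.66, Padi2 at -1.61, Speer3 at -1.23 and Cdkn1a on A_51_P363947 at -0.67. For 2310002L09Rik, which was well above background on 0 arrays at day 0, the day 0 effect compares background signals, so the size of the difference is not measured, and it ranged from 1.72 to 3.28 over the alternatives. The other Cdkn1a probes differed by 0.00 and 0.46 and the other Anapc5 probe by 0.25, none past the threshold. With arrays left out in turn, Speer3 and Nup93 rose above an adjusted p of 0.05 in 10 of 12 fits, where the difference was -1.37 to -1.07 and 0.82 to 1.21, and Stmn4 in 9, at 1.64 to 2.37. ND6 did so in 5, at -1.94 to -1.49, and Anapc5 did so without siControl day 0 replicate 3 and Cdkn1a without siBach1-2 day 2 replicate 1, at 0.71 to 0.91 and -0.74 to -0.62 over all fits. With no filter on dim probes the adjusted p was 0.086 for Padi2, 0.083 for Casq1 and 0.11 for ND6, Anapc5 and Cdkn1a. With the loose reading it was 0.076, 0.073, 0.099, 0.1 and 0.099. Over all alternatives the adjusted p reached 0.29 for Speer3, 0.16 for Nup93 and 0.13 for Stmn4. The difference for Speer3 then ranged from -1.37 to -0.41. Among lists, the positive regulators of muscle differentiation differed by a median of -0.36 and the sarcomere and contraction genes by -0.34. For the sarcomere genes this passed only with camera in limma (adjusted p = 0.031), not with fry (0.42) or an estimated correlation (0.93). For the positive regulators these adjusted p were 0.0084, 0.0019 and 0.28. The relabelling was of the count of called probes, and no technical explanation was tested for these single genes and lists.

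Genes that the paper does not discuss were among the largest changes at day 0. The rises were those of Pcdh20 (3.27), Gm20655 (2.92), Speer3 (2.73) and Fgfbp1 (2.41), and the falls those of Hspe1 (-3.48), Parvb (-2.74), Anapc5 (-2.73), Stmn4 (-2.67) and Nup93 (-2.33). At day 2 the rises were those of Mgst2 (4.23), Hba-a2 (3.90), Hba-a1 (3.87), 2310002L09Rik (3.48) and Gsta2 (3.34), and the falls those of Hspe1 (-3.17), Ifi27l2a (-2.86), Padi2 (-2.61), Casq1 (-2.44) and ND6 (-2.13). The second Fgfbp1 probe rose by 2.31 at day 0 and the second Hba-a1 probe by 3.86 at day 2. Of the other Parvb probes, A_51_P169415 also fell, by -0.77 at day 0 and -1.19 at day 2 (limma adjusted p = 0.0073 and 0.0015), while A_55_P2713473 changed by 0.23 and -0.07 with a standard error of 0.44. The other Anapc5 probe changed by 0.08 at day 0.

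For the silencing effects as a whole, the real split of the 6 arrays called 828 probes at day 0 and 645 at day 2, and the most that any other split of 3 against 3 called was 2. The real split was the 1 of 10 with a count as large at each day, and likewise for the change from day 0 to day 2 in either siRNA, where the other splits called 0. With 10 splits the share cannot fall under 0.1, so this test cannot exclude chance whatever the counts are. In the simulated data, the day 0 comparison with no changed probe called 0, and the day 2 comparison gave 3 false calls. The simulated noise was independent between probes and arrays. The 828 and 645 calls argue against noise of that kind as their source. Real residuals were correlated at 0.142 to 0.595 between arrays of the same replicate number. The simulation therefore cannot exclude noise that probes or arrays share. Of the splits, 4 part all pairs of the same replicate number as the real one does, and the other 3 of these called 0 probes. Position on the slide follows the condition. Of 139 positive control probes, which carry no RNA from the cells, 0% were called at either day, against 2.79% and 2.17% of gene probes. Fisher's exact test of these shares gave p = 0.036 at day 0 and 0.079 at day 2, but most of the controls were dimmer than the tested gene probes. The largest change of any control, in either direction, was a log2 of 0.94 at day 0 and 0.91 at day 2. Only 27 controls were as bright as the tested gene probes, too few to show a called share of this size, so position and condition cannot be told apart. Genes of the interferon response did not rise with siBach1-2, with a median log2 fold change of -0.25 at day 0 and -0.54 at day 2, which argues against an interferon response to that siRNA as the cause of the calls.

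Hspe1 fell more than the targeted gene. All 3 of its probes were called lower at both days, at -3.48 to -3.07, which argues against a fault of 1 Hspe1 probe. Hspe1 neighbours Hspd1, and the Hspd1 probes changed by 0.05 to 0.15, which argues against lower transcription of both genes together. Off-target silencing by siBach1-2 may explain the fall, and so may an effect of Bach1 on Hspe1. They cannot be told apart, because 1 siRNA against Bach1 was used on the arrays and no transcript sequences were at hand for a search of matches to it. The reference table lists pseudogenes of Hspe1, and hybridization of their RNA was not tested.

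ND6 is encoded by the mitochondrial genome, and less mitochondrial RNA in siBach1-2 cells was tested as the reason for its fall at day 2. The other 10 mitochondrial probes changed by -0.25 to 1.02, and 8 of them were higher, which argues against it. No other explanation was tested for ND6.

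The interferon response genes had a median log2 fold change of -0.54 at day 2, with 9 genes called lower and 0 higher of 25 tested (limma camera, adjusted p = 5.2e-05, fry 0.0076, 0.73 with an estimated correlation). An interferon response to the control siRNA could give a lower value in siBach1-2 cells. The list rose from day 0 to day 2 by a median of 1.6 in siControl cells and 0.84 in siBach1-2 cells, and without an untransfected array this response and an effect of Bach1 cannot be told apart. The antioxidant and haem genes had a median of 0.16 at day 2 (limma camera, adjusted p = 0.013, fry 0.0076, 0.95 with an estimated correlation), and no technical explanation was tested for them.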

How the results depend on the processing

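The 20th percentile in all 12 arrays with the fold change alone, the strict reading of the Fig 10A filter with the fold change alone, the methods' t-test with no filter, and no filter with replicate block for named probes that the filter had left out were chosen after seeing the data; the other alternatives were not.

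Quantile normalization, the authors' normalized values, the strict reading of the Fig 10A filter, replicate block, slide block and the robust limma-trend prior left all 5 counts of called probes within 1.5 times. With normexp the counts were 339 at day 0, 221 at day 2, 3562 for day 2 against day 0 in siControl cells, 3583 in siBach1-2 cells and 205 for the difference between the days. With the adjusted p alone they were 5079, 3563, 15836, 16637 and 1361, since a condition was dropped. With 1 probe per gene the first 4 were 496, 414, 3370 and 3421, since fewer probes were tested. With the methods' t-test after Benjamini-Hochberg the day 2 count was 274. The difference between the days gave 49 with no filter, 58 with the loose reading and 1198 with the fold change alone. The unadjusted t-test of the fit of all conditions, with each probe's own spread, gave 776. The 20th percentile with the fold change alone gave 1281 at day 0 and 1092 at day 2, and the methods' t-test with no filter gave 1088 at day 2. The cause was not tested for normexp, the filters or the tests. With each array left out the 5 counts were 742 to 919, 510 to 625, 5568 to 6227, 5857 to 6317 and 246 to 465, the lowest of these without siBach1-2 day 2 replicate 1. The interaction uses all arrays, so a fit on only the arrays of the comparison gives no other value for it.

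For Smad3 at day 2, the adjusted p on A_55_P2101001 passed to 0.19 with no filter and 0.17 with the loose reading. It was 0.12 with only the arrays of the comparison and 0.16 with the methods' t-test after Benjamini-Hochberg. With arrays left out it was 0.029 to 0.15, and on A_52_P352277 it was 0.095 to 0.41. Of all 18 alternatives on A_55_P2101001, the unadjusted t-test among them, 10 stayed under 0.05. Fbxo32 kept its direction and its side of the threshold in all alternatives, with 0.0003 to 0.0009 at day 0 and 0.006 to 0.018 at day 2 when arrays were left out. Trim63 on A_52_P517224 passed the threshold of 0.05 with normexp at day 0 (0.027) and at day 2 (0.011), and at day 2 with replicate block (0.042), slide block (0.039) and the methods' t-test (0.0063). On A_55_P2106745 it did so at day 2 with normexp (0.010) and the methods' t-test (0.011). With arrays left out the ranges were 0.0096 to 0.34 and 0.10 to 0.21 on A_52_P517224, 0.038 to 0.59 and 0.33 to 0.49 on A_55_P2106745, and 0.21 to 0.90 and 0.58 to 0.97 on A_51_P115335. The lowest day 0 values on the first 2 came without siControl day 0 replicate 1. The cause was not tested.

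Of the lists, fry gave 0.16 for cell cycle genes at day 0, 0.16 for sarcomere genes at day 2 and 0.2 for cell cycle genes at day 2. An estimated correlation gave 0.95 for cell cycle genes at both days, for sarcomere genes and for antioxidant genes at day 2, 0.25 for positive regulators and 0.73 for interferon response genes. The mean of all probes of a gene gave 0.027 for interferon response genes at day 0 and 0.054 for antioxidant genes at day 2. With arrays left out at day 0 the ranges were 0.067 to 0.90 for sarcomere genes, 0.48 to 0.93 for positive and 0.59 to 0.95 for negative regulators, 1.3e-07 to 1.2e-06 for cell cycle, 0.26 to 0.72 for antioxidant, 0.011 to 0.20 for interferon response, 0.44 to 0.90 for p53 and 0.44 to 0.93 for TGF-beta and Smad targets. At day 2 they were 0.00049 to 0.055, 0.00037 to 0.0012, 0.37 to 0.65, 1.8e-16 to 0.02, 0.0056 to 0.066, 3.4e-06 to 0.0012, 0.61 to 0.98 and 0.61 to 0.94 in the same order. Sarcomere and antioxidant genes passed above 0.05 without siBach1-2 day 2 replicate 3. The cause was not tested.

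Clustering placed 4 conditions in their own clusters with complete linkage and with the strict reading, where average linkage placed 2. Under quantile normalization the change from day 0 to day 2 in siBach1-2 cells went from 0.00 to 0.36 for Akt1 on A_51_P237553, from -0.36 to 0.04 for Gapdh on A_55_P2088912 and from -0.19 to 0.14 for Gapdh on A_55_P2106424; the cause was not tested. Signal over background limits Mstn and the dimmer Trim63 probes. The seed matches of siBach1-2 and GO terms were not run.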

Differences from the paper's values

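The 20th percentile in all 12 arrays with the fold change alone, the strict reading of the Fig 10A filter with the fold change alone, and the methods' t-test with no filter are tests chosen only after the result was seen.

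The legend of Fig 10B gives a fold change of at least 2.0 as the criterion of its counts, which is the fold change alone, set here as an alternative; the counts called here also need an adjusted p. The paper reports 489 up-regulated genes at day 0, and 240 probes were called higher. Of the alternatives set before the data were examined, the fold change alone, with 365 probes, came within 1.5 times of the paper's value and the others did not. The paper reports 862 up-regulated and 382 down-regulated genes at day 2, and 452 and 193 probes were called. The fold change alone gave 649 and 256, within 1.5 times of both, and no other alternative set before did. Chosen after seeing the values, the 20th percentile in all 12 arrays with the fold change alone gave 546 higher at day 0 and 723 and 369 at day 2, and the methods' t-test with no filter gave 364, 749 and 339, all within 1.5 times. The strict reading with the fold change alone, also chosen after seeing the values, gave 253, 414 and 190, which are not. The paper's 762 down-regulated genes at day 0 and its 23001 probes with significant signals were within 1.5 times of the 588 probes called and the 29664 tested.

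For Trim63 at day 0, Fig 11B prints a log2 fold change of about 0.59 beside A_51_P115335 and about -0.91 beside A_55_P2106745, read by eye, and the deposited values gave -0.91 and 0.60. None of the alternatives brings either within the figure's value. Each of the 4 fold changes printed beside one of these probes equals, to the second digit, that of the other probe, so the names of the 2 probes are exchanged between the figure and the deposited files. The other 60 of the 68 fold changes printed in Fig 11B equal the values found here to the second digit, within 0.06 for values of at least 1 and 0.011 below. Of its 68 p values, 62 were within 0.015 of the methods' t-test.

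The paper finds Trim63 increased by silencing. No Trim63 probe passed the threshold in limma at either day over all probes, with 0.37 and 0.44 on A_52_P517224 (adjusted p = 0.13 and 0.09). It passed at day 2 with normexp, replicate block, slide block and the methods' t-test, and at day 0 with normexp and without siControl day 0 replicate 1. Probe A_55_P2106745 passed at day 2 with normexp and the methods' t-test, and at day 0 without siControl day 0 replicate 1. The paper reports no enrichment of genes of muscle differentiation by GSEA. A shorter list of positive regulators was lower at day 2 in limma by camera (-0.26, adjusted p = 0.0003) and fry (0.00051), and not with an estimated correlation (0.25). The heat map of Fig 10A groups the arrays into the 4 conditions. Average linkage on the tested probes gave 2 such groups, and complete linkage and the strict reading gave 4.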

Other observations

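No test reported here was chosen only after the result was seen, apart from Myf5 with no filter and replicate as a block and the values of Gclm, Gsta4 and Nqo1, which were looked up after those of Gsta2 and Mgst2.

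Genes that the paper measured by other methods were also on the arrays. Bach1 rose from day 0 to day 2 by 0.87 in siControl cells (standard error 0.11, limma adjusted p = 8.1e-05). Hmox1 on A_55_P2757433 was higher in siBach1-2 cells by 3.30 at day 0 and 3.12 at day 2 (limma adjusted p = 2.8e-06), and in siControl cells changed by -0.53 from day 0 to day 2. Myh1 changed by -1.19 at day 2 (limma adjusted p = 0.03). The adjusted p rose above 0.05 in all 6 fits with 1 array left out, where the change was -1.30 to -1.0, and was 0.094 with no filter, 0.087 with the loose reading and 0.068 by the methods' t-test after Benjamini-Hochberg. Myh7 on A_55_P2093232 changed by -0.76 already at day 0 (limma adjusted p = 0.052, under 0.05 in 5 of 18 alternatives). The effects at the 2 days differed by -0.03 (limma adjusted p = 0.97). At day 2 the change was -0.80 (limma adjusted p = 0.056). It passed the threshold in 7 alternatives, with 0.02 under normexp, 0.012 with replicate block, 0.026 with slide block, 0.015 with only the arrays of the comparison, 0.033 with the robust limma-trend prior, and 0.00091 and 0.039 by the methods' t-test before and after Benjamini-Hochberg, and the highest value was 0.16. The other Myh7 probe changed by -1.39 at day 2 (limma adjusted p = 0.059). It was well above background on 1 of 3 siBach1-2 arrays there, so this change compares with signals near background. The change ranged from -1.76 to -0.57 over 17 alternatives, of which 3 passed the threshold. Cdkn1a on A_51_P363947 rose by 2.29 from day 0 to day 2 in siControl cells and was lower by -0.43 in siBach1-2 cells at day 2 (limma adjusted p = 0.01, and 0.069 with no filter and 0.058 with the loose reading), while the other Cdkn1a probes changed by -0.05 and 0.10 at day 2. Cdkn2a was well above background on 0 arrays. Myf5 was on replicates 1 and 2 of each condition and not on replicate 3, so it was left out by the filter. Its same-numbered arrays differed by 1.48, 1.51 and 1.48 at day 0 and by 0.93, 0.68 and 0.44 at day 2, all higher in siBach1-2. With no filter and replicate as a block, the change was 1.49 at day 0 (standard error 0.23, limma adjusted p = 0.011) and 0.68 at day 2 (limma adjusted p = 0.16), and with no filter and no block the adjusted p was 0.81 and 0.99. Myf6, Nodal and Mafk changed by 0.06, 0.03 and -0.04 at day 2, and by 0.60, 0.13 and 0.24 at day 0. None passed the threshold in limma at either day. For Myf6 at day 0 the limma adjusted p was 0.078, and 4 of 18 alternatives passed the threshold. Myf6 was well above background there on 2 of 3 arrays with each siRNA.

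The p53 target genes had a median log2 fold change of 0.14 at day 0 and 0.02 at day 2 (limma camera, adjusted p = 0.72 and 0.76). The TGF-beta and Smad target genes had medians of 0.05 and 0.02 (limma camera, adjusted p = 0.87 and 0.77). The antioxidant and haem genes had a median of 0.14 at day 0 (limma camera, adjusted p = 0.59). Among them Gclm was higher by 0.79 at day 0 and 1.18 at day 2, while Nqo1 changed by -0.44 and -0.73. Gsta4 was higher by 1.39 at day 2.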
